# Unveiling the Anti-Aging Potential of 3HB: Lifespan Extension and Cellular Senescence Delay

**DOI:** 10.3390/nu17101647

**Published:** 2025-05-12

**Authors:** Yongpan An, Qian Wang, Panshuang Qiao, Jihan Liu, Ang Ma, Yutong Chen, Daqian Yang, Yi Ying, Nannan Li, Feng Lu, Hang Zhang, Guoqiang Chen, Yinhua Zhu, Baoxue Yang, Zhengwei Xie

**Keywords:** 3HB, aging, cellular senescence, metabolism

## Abstract

Background/Objective: Aging is a significant risk factor for chronic diseases and disability, yet effective anti-aging interventions remain elusive. We explored the potential of 3-hydroxybutyrate (3HB), an endogenous metabolite with established safety, to modulate longevity in mice. Methods: In this study, we employed 2BS and WI-38 cell models, a yeast model, and naturally aging mouse models to investigate the effects of 3HB on aging in various systems. Additionally, we utilized RNA sequencing and metabolomics technologies to explore the potential mechanisms underlying the action of 3HB. Results: Our findings demonstrate that 3HB supplementation effectively delays cellular senescence, extending yeast lifespan by 51.3% and the median lifespan of naturally senescent mice by 21.0%. Notably, 3HB prolonged healthy lifespan in mice while mitigating age-related tissue morphology changes and organ senescence. Mechanistically, we identified that 3HB’s anti-aging properties are mediated through its ability to delay cellular senescence and metabolic reprogramming, while promoting the production of beneficial metabolites like trigoneline and isoguvacine. Conclusions: These findings highlight the promising therapeutic potential of 3HB as an anti-aging intervention and provide novel insights into its underlying mechanisms.

## 1. Introduction

Human aging, a complex biological tapestry woven from declining physiological function, diminished resilience, and heightened susceptibility to disease, poses a growing challenge as our population ages rapidly. Globally, the over 65 demographic outpaces all others, with the United Nations predicting one in six people will exceed 65 by 2050, while the over 80 population triples. This demographic shift intensifies the urgency of unraveling aging’s intricate mechanisms, as its shadow looms large over chronic diseases like cardiovascular pathologies, cancer, and neurodegenerative disorders [1,2]. Understanding how to decelerate aging and compress its associated maladies thus emerges as a pivotal quest for our society.

Driven by the desire to extend lifespans and curb the tide of age-related diseases, the past decade has witnessed a surge in anti-aging strategies. From regenerative medicine and gene therapy to dietary tweaks, like ketogenic diets and calorie restriction, the scientific community has explored diverse avenues. However, while dietary and lifestyle interventions face challenges in adherence and long-term sustainability, more invasive approaches, like regenerative medicine and gene therapy, remain largely experimental and ethically complex. This has thrust the development of aging intervention drugs to the forefront, offering a potentially less intrusive and scalable solution. Anti-aging drug candidates, like dasatinib + quercetin [3], β-nicotinamide mononucleotide (NMN) [4], metformin [5,6], oridonin [7], Alpha-Ketoglutarate [8], berberine [9], and rapamycin [10,11], have shown promise, yet their clinical translation requires extensive research and rigorous safety assessments. The need for safer, easier-to-apply compounds with comparable efficacy remains, calling for continued innovation in this burgeoning field.

Emerging as a promising candidate in the anti-aging arsenal is 3-hydroxybutyrate (3HB), a naturally occurring metabolite with a favorable safety profile. Derived from human ketone bodies, 3HB boasts a wide range of safe doses. Its precursor, 1,3-butanediol (1,3-BDO), readily converts to 3HB in the liver, fueling bodily functions and holding a recognized status as a safe food additive [12]. Beyond its established uses, compelling evidence points towards 3HB’s therapeutic potential in diverse age-related ailments, like atherosclerosis [13], diabetes [12], muscular dystrophy [14], colitis [15], and kidney-related diseases [16]. 3HB’s influence extends beyond specific diseases, impacting vascular aging and even demonstrating lifespan extension in fruit flies and nematodes [17,18,19]. Intriguingly, the ketogenic diet, known to elevate 3HB levels, also exhibits lifespan-extending effects in mice, suggesting a potential link between 3HB and the diet’s longevity benefits [20,21]. However, a crucial question remains: can direct 3HB supplementation replicate these lifespan-extending effects in mammals and enhance their healthy lifespan?

Cellular senescence and metabolic dysregulation are hallmarks of aging, making their modulation key targets for anti-aging interventions. As an endogenous metabolite with established safety due to its precursor’s use as a food additive, 3HB holds promise. Studies have shown its ability to improve metabolic health in mice alongside a ketogenic diet. However, its impact on cellular senescence and specific lifespan-extending metabolite changes remained unclear.

We addressed these crucial gaps by demonstrating that 3HB directly delays cellular senescence, extends lifespans in both yeast and mice (including healthy lifespan), and mitigates age-related tissue and organ decline. Mechanistically, this anti-aging effect appears to involve both senescence delay and the promotion of beneficial metabolites like trigoneline and isoguvacine. Notably, 3HB also presents cost advantages due to its availability from microbial poly-(3-hydroxybutyrate) [22]. These findings establish 3HB as a promising anti-aging candidate with a well-tolerated precursor, providing both practical and theoretical value for future research and potential applications.

## 2. Materials and Methods

### 2.1. Drug Source

Since 3HB is stably preserved as 3HB-Na, in this experiment, we all utilized 3HB-Na for the experiments, which was obtained from Chen lab Tsinghua University, Beijing, China. Trigonelline and isoguvacine were all purchased from TargetMol, Boston, MA, USA.

### 2.2. Cell Lines and Cell Culture

WI-38 and 2BS cells were provided by the National Institutes for Food and Drug Control. We counted the cells and inoculated each passage at the same density, supplemented with 10% FBS in an incubator at 37 °C and 5% CO_2_ (Gibco, London, UK) in MEM (Gibco).

### 2.3. Cell Viability Test and Growth Analysis

The cell viability was evaluated by the CCK-8 detection kit (Dojindo, Kumamoto, Japan). The 2BS or WI-38 cells were seeded into 96-well plates (5000/well) and then treated with drugs for 24 h. A 1:10 diluted CCK-8 solution was added to the culture medium and incubated for 1 h at 37 °C. Then a microplate reader (Biotek, Winooski, VT, USA, MQX200) was used to measure the absorbance at 450 nm.

Cell survival rate (%) = (OD treatment − OD_blank_)/(OD_control_ − OD_blank_) × 100%

The CCK-8 kit is also used as a method for assessing cell proliferation by plating cells (2000/well) in 96-well plates. Then the cells were treated with drugs for 1 week. We refreshed the medium every day with fresh drugs or DMSO. At an appropriate time point, we treated them with CCK-8 solution for 1 h as described above, and measured the absorbance at 450 nm.

### 2.4. Senescence-Associated β-Galactosidase (SA-β-Gal) Staining

We washed the cells in PBS, then fixed them with 4% formaldehyde at room temperature for 5 min, and then washed them again. Then cells were stained with a buffer (1 mg/mL 5-bromo-4-chloro-3-indolyl-β-d-galactopyranoside (X-gal), 40 mM citric acid at 37 °C/Sodium phosphate, pH 6.0) Stain overnight, 5 mM potassium ferrocyanide, 5 mM potassium ferricyanide, 150 mM NaCl, 2 mM MgCl_2_). The cells were then analyzed according to the instructions provided (CST, Danvers, MA, USA, 9860S).

### 2.5. Yeast Mutant Generation

Wild-type yeast all came from the library from Krogen lab (UCSF), San Francisco, CA, USA. Standard SD medium (1% yeast extract, 1% bacterial protein, 2% glucose) was used for routine growth of all yeast strains on a rotary shaker at 250 rpm at 30 °C. The experiments designed to assess the lifespan of the yeast were carried out with the yeast in the logarithmic growth phase by culturing the yeast overnight and then diluting it 4 h before use.

### 2.6. Yeast Replication Lifespan Test

As mentioned in previous reports, we derived a modified U-shape. Due to our work on berberine [9], we used a high-pressure microfluidic chip, which resulted in a slightly shorter yeast lifespan, but the effects of lifespan extension in yeast, lifespan extension in human senescent cells, and lifespan extension in mice treated with various compounds were all consistent. We observed mother cells for two days using time-lapse microscopy. This method relies on U-shaped wells in a microfluidic system to keep the mother cells in place while allowing the flowing medium to carry away the daughter cells. Survival curves were plotted based on data collected from multiple experiments. We plotted survival curves and cell cycle curves using Matlab 2018a.

### 2.7. Animals and Survival Curve

All young and naturally aged mice were purchased from SPF Biotechnology Co., Ltd., Beijing, China. The mice were kept in an environment with minimum pressure and standard conditions (constant temperature and light/dark at 12:12 h). The cage size was 325 mm × 210 mm × 150 mm. The cages were made of plastic and were lined with corn cob bedding. Each cage housed four mice. Animals were randomly assigned to control and treatment groups. We purchased 8 ICR mice at the age of 2 months, with an average weight of 35 g. We purchased 69 ICR mice at the age of 11 months, with an average weight of 47 g.

Survival curves: Before grouping, the weight of each mouse was measured, and they were randomly divided into groups according to their weight. All mice were included in the experiment, with no mice excluded. We selected 11-month-old male ICR mice, dissolved 3HB-Na in drinking water (1 g/L), and administered 3HB-Na to 11-month-old mice in drinking water until the mice died naturally, and recorded the body weights and survival conditions.

### 2.8. Grip Test

The mice were placed on top of the grid strength meter, so they grabbed the grid with all four paws. The grip strength of 5 trials was recorded, and the final data were taken as the maximum grip strength (g).

### 2.9. Physical Appearance and Posture Score

Physical appearance and posture scores were performed on 2- and 20-month-old ICR mice [23]. Physical appearance: 0-normal, 1-lack of grooming, 2-rough hair coat, 3-very rough hair coat. Posture: 0-normal, 1-sitting in hunched position, 4-hunched posture, head resting on floor, 6-lying prone on cage floor/unable to maintain upright posture. The score is the sum of the two.

### 2.10. Tissue Morphology Staining and Statistics

Male ICR mice were studied in a young control group (2 months of age), an old control group, and an old treatment group (20 months of age), and 3HB (1 g/L) was administered in the form of drinking water from 11 months of age. The mice were euthanized by cervical dislocation performed by personnel who had undergone professional training. The hearts, livers, kidneys, and muscles of the mice were taken.

Masson’s trichrome stain: To test fibrosis of heart tissue, Masson’s trichrome stain kit (Solarbio, Beijing, China, G1340) was used. The tissue was fixed with 4% formaldehyde, followed by paraffin embedding and sectioning. The sections were then stained according to the manufacturer’s instructions. The slices were quickly dehydrated with 95% alcohol and 100% alcohol, cleaned with xylene, and then covered with a coverslip. Images were collected using a strong light microscope (20× magnification objective lens) (OLYMPUS, Tokyo, Japan, BX43) and analyzed by ImageJ 1.53a software (NIH, Bethesda, MD, USA) to measure the fibrosis area and the total area. Each organization used 5 different areas for measurement.

H & E staining: To test the morphological changes of tissues. The kidney, liver, brain, and muscle were fixed with 4% formaldehyde, followed by paraffin embedding and sectioning. The sections were stained with H & E for morphological analysis.

For renal tissue, when the tubular brush border was lost, the lumen was dilated, and the epithelial cells were flattened and atrophied, the damaged tubules were counted. The percentage of injured tubules to total tubules was calculated and scored according to the following criteria: 0 = normal: 1 ≤ 20%; 2 = 20% to 40%; 3 = 40% to 60%; 4 = 60% to 80%; and 5 ≥ 80%. For the liver, the Knodell Histological Activity Index (HAI) was utilized for scoring. The system uses four independent criteria for scoring: (1) peripheral fragmentation necrosis (PN) with or without bridging necrosis (BN) in the confluent area (0–10 points), (2) hepatocellular degeneration and focal necrosis in the lobules (0~4 points), (3) inflammation in the confluent area (0~4 points), and (4) fibrosis (0~4 points), and the sum of the scores of each of the four indexes is the total score. For muscle, 100 muscle fibers were randomly selected from each mouse and muscle fiber area and feret were detected using imageJ.

### 2.11. RNA Extraction and qPCR

TRIzol was used to lyse cells, and then isopropanol and chloroform were used to extract RNA. Using cDNA synthesis kit, a total of 1 μg RNA was used for cDNA reverse transcription (Abmgood, Richmond, BC, Canada). Real-time qPCR was used to evaluate the target gene’s expression, and the expression level was normalized to ACTIN. Supplementary Table S1 lists all primers.

### 2.12. RNA-Seq

For animal handling, see tissue morphology staining. We performed RNA extraction and RNA-seq detection with ICR mice muscle tissue. Total RNA was extracted from the tissue using TRIzol^®^ Reagent according to the manufacturer’s instructions (Invitrogen, Waltham, MA, USA) and genomic DNA was removed using DNase I (TaKara, San Jose, CA, USA). Then, RNA quality was determined with a 2100 Bioanalyser (Agilent, Santa Clara, CA, USA) and quantified using the ND-2000 (NanoDrop Technologies, Wilmington, DE, USA). Only the high-quality RNA sample (OD260/280 = 1.8~2.2, OD260/230 ≥ 2.0, RIN ≥ 6.5, 28S:18S ≥ 1.0, >2 μg) was used to construct the sequencing library. After quantification with TBS380, the paired-end RNA-seq sequencing library was sequenced with the Illumina HiSeq xten/NovaSeq 6000 sequencer (2 × 150 bp read length). RNA sequencing and raw data quality control were performed by Shanghai Majorbio Bio-pharm Technology Co., Ltd., Shanghai, China.

### 2.13. Echocardiographic Measurements

We performed cardiac ultrasound in 2-month-old, 20-month-old, and 3HB-intervention 20-month-old male ICR mice. To measure cardiac physiological functions, an ultrasound cardiotachograph (VINNO 6 VET, VINNO, Suzhou, China) was used for the detection and analysis of echocardiography. B-mode ultrasonography was applied in seeking the long axis of left ventricular, then 2-dimensional M-mode was transferred for data acquisition. Left ventricle internal dimension diastole (LVIDd), left ventricle internal dimension systole (LVIDs), and ejection fraction (EF), among others, were directly measured by using M-modeanalysis. Fractional shortening (FS) was calculated by LVIDd and LVIDs.

### 2.14. Tissue SA-β-Gal Staining

Male ICR mice were studied in an old control group and an old treatment group (20 months of age), and 3HB (1 g/L) was administered in the form of drinking water from 11 months of age. The mice were euthanized by cervical dislocation performed by personnel who had undergone professional training. The hearts, livers, kidneys, and colons of the mice were taken, and frozen sections were prepared by liquid nitrogen flash freezing. Frozen sections were first rewarmed, washed with PBS 3 times (for at least 5 min each time), and fixed with an appropriate volume of β-galactosidase staining fixative to cover the tissue adequately (fixed for at least 15 min at room temperature). Wash the tissues with PBS immersion 3 times for at least 5 min each time. Aspirate the PBS and add an appropriate volume of staining work. Incubate overnight at 37 °C. The tissues were washed three times with PBS, stained with nuclear solid red for 1 min, and washed in water → anhydrous ethanol → xylene. Three randomly selected fields of view were photographed for each mouse and the blue area was counted using ImageJ 1.53a.

### 2.15. Serological Testing

For animal handling, see tissue morphology staining and statistics. For serum biochemical analysis, blood samples were collected, coagulated at room temperature for 2 h, or overnight at 4 °C, and then centrifuged (1000× *g*, 10 min) to obtain serum. A 200 μL aliquot of serum was taken and analyzed with a chemical analyzer (Mindray, Mahwah, NJ, USA, BS-350E) for uric acid (UA), blood urea nitrogen (BUN), alanine aminotransferase (ALT), aspartate aminotransferase (AST), creatine kinase isoenzymes (CK-MB), triglyceride (TG), total cholesterol (TCHO), High-Density Lipoprotein (HDL), and Low-Density Lipoprotein (LDL).

### 2.16. Metabolomics Assay

Feces were collected from 2-month-old, 20-month-old, and 3HB-intervention 20-month-old male ICR mice. Around 8 p.m., we placed the mouse on a sterile aluminum foil and allowed it to defecate naturally. We transferred the fecal pellets to a labeled sterile centrifuge tube using sterile forceps and then froze them rapidly in liquid nitrogen for storage at −80 °C. Samples were weighed before the extraction of metabolites and dried lyophilized were ground in a 2 mL Eppendorf tube containing a 5 mm tungsten bead for 1 min at 65 Hz in a Grinding Mill. Metabolites were extracted using 1 mL precooled mixtures of methanol, acetonitrile, and water (*v*/*v*/*v*, 2:2:1) and then placed for 1 h ultrasonic shaking in ice baths. Subsequently, the mixture was placed at −20 °C for 1 h and centrifuged at 14,000× *g* for 20 min at 4 °C. The supernatants were recovered and concentrated to dryness in vacuum.

UHPLC-MS/MS analysis: Metabolomics profiling was analyzed using a UPLC-ESI-Q-Orbitrap-MS system (UHPLC, Shimadzu Nexera X2 LC-30AD: Shimadzu, Japan) coupled with Q-Exactive Plus (Thermo Scientific, San Jose, CA, USA). For liquid chromatography (LC) separation, samples were analyzed using a ACQUITY UPLC^®^ HSS T3 column (2.1 × 100 mm, 1.8 μm) (Waters, Milford, MA, USA). The flow rate was 0.3 mL/min and the mobile phase contained the following: A, 0.1% FA in water and B, 100% acetonitrile (ACN). The gradient was 0% buffer B for 2 min and was linearly increased to 48% in 4 min, and then up to 100% in 4 min and maintained for 2 min, and then decreased to 0% buffer B in 0.1 min, with a 3 min re-equilibration period employed.

Data preprocessing and filtering: The raw MS data were processed using MS-DIAL for peak alignment, retention time correction, and peak area extraction. The metabolites were identified by accuracy mass (mass tolerance < 10 ppm) and MS/MS data (mass tolerance < 0.02 Da), which were matched with HMDB, massbank and other public databases and our self-built metabolite standard library. In the extracted-ion features, only the variables having more than 50% of the nonzero measurement values in at least one group were kept. Multivariate statistical analysis: R (version:4.0.3) and R packages were used for all multivariate data analyses and modeling. Data were mean-centered using Pareto scaling. Models were built on principal component analysis (PCA), orthogonal partial least-square discriminant analysis (PLS-DA), and partial least-square discriminant analysis (OPLS-DA). All the models evaluated were tested for over fitting with methods of permutation tests.

KEGG Enrichment analysis: To identify the perturbed biological pathways, the differential metabolite data performed the KEGG pathway analysis using the KEGG database (http://www.kegg.jp, accessed on 20 June 2022). KEGG enrichment analyses were carried out with the Fisher’s exact test, and FDR correction for multiple testing was performed. Enriched KEGG pathways were nominally statistically significant at the *p* < 0.05 level.

### 2.17. Statistics

Results were assessed by two-tailed Student’s t tests or ANOVAs to compare two and more than two samples, respectively. Data with means ± sem *p* < 0.05 was the significance threshold. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Ns, not significant. Unless otherwise stated, the results are based on the results of at least three independent experiments. Unless otherwise stated, GraphPad Prism (Version 8.0.2) was used for statistics.

## 3. Results

### 3.1. 3HB Delays Cellular Senescence and Extends the Lifespan of Yeast

To investigate if 3HB can delay cellular senescence in human cell lines, we treated both senescent human embryonic lung fibroblasts WI-38 and 2BS (PD45) with different concentrations of 3HB. 3HB significantly increased the viability of senescent cells in both cell lines in a dose-dependent manner (Figure 1A,B). Importantly, 3HB treatment not only enhanced cell viability but also alleviated morphological hallmarks of senescence, such as granular cytoplasm and inclusion body accumulation. Consistent with these observations, SA-β-gal staining, a marker of senescence, was significantly reduced in 3HB-treated 2BS cells compared to aged controls (38.8% reduction, Figure 1C,D). Simultaneously, the intervention of 3HB reduced the expression levels of p53, p21, IL-6, IL-1β, and CXCL2 in senescent 2BS cells (Figure S1A). Altogether, these findings suggest that 3HB effectively maintains the viability of senescent cells, slows down the replicative senescence process, and holds promise as a potential anti-aging intervention.

While developing anti-aging drugs is notoriously difficult, long-term lifespan testing in model organisms remains crucial for identifying promising candidates. Saccharomyces cerevisiae, a single-celled fungus commonly used in aging research, provides a valuable window into human aging due to its highly conserved aging mechanisms with mammals [24]. To accurately assess the replicative lifespan of yeast in this study, we utilized an automated device based on a microfluidic chip [25], capable of measuring lifespan within 3 days. Yeast incubated in SD medium for 20 h were then collected and loaded onto the chip. Lifespan was monitored at 3HB concentrations ranging from 0 to 80 μM. Our results demonstrated a dose-dependent prolongation of the replicative lifespan of the BY4741 strain compared to the control, with 10 µM of 3HB leading to a remarkable 51.3% extension (Figure 1E). Notably, 3HB treatment also significantly reduced cell cycle duration (Figure 1F–J and Figure S1B,C), reducing its heterogeneity and further contributing to chronological lifespan extension. These findings strongly suggest 3HB’s potential as a promising anti-aging intervention.

### 3.2. Treatment with 3HB Significantly Extended Lifespan by 123 Days and Improved Healthspan as Measured by Increased Physical Activity

Based on the aforementioned observations, we posit that 3HB has the potential to extend the lifespan of mice. To verify this hypothesis, we designed an in vivo experiment where 11-month-old ICR male mice were divided equally into two groups: a control group and a 3HB-treated group. We ensured that there was no significant difference in initial body weight and grip strength between the two groups (Figure S2A,B). Over the course of the experiment, we observed a remarkable extension in the median lifespan of the 3HB-treated group compared to the control group. The median (mean) lifespan of the 3HB-treated mice was extended by 123 (52) days (approximately 21.0% (8.4%)), increasing from 587 (618) days to 710 (670) days (Figure 2A).

Functional tests revealed that 3HB treatment significantly improved the grip strength (Figure 2B) and clinical scores (Figure 2D,E) of the aged mice compared to the control group. Notably, 3HB intervention also influenced the age-induced body weight changes. While the control group mice experienced an increase followed by a decrease in body weight as they aged, the 3HB-treated group displayed a more stable body weight pattern with a reduced amplitude of change (Figure 2C). Interestingly, there was no significant difference in dietary intake between the two groups (Figure S2C), suggesting that the observed effects were not due to differences in food consumption. The results of the cardiac ultrasound showed that 3HB had a tendency to improve all cardiac indices in aging mice, but there was no statistical difference (Figure S2D–L). Collectively, these findings strongly suggest that 3HB can extend the lifespan and improve the healthy lifespan of naturally aging mice.

### 3.3. 3HB Has the Potential to Improve Age-Related Histomorphometric Changes in Kidney and Muscle

During aging, the senescence of individual cells leads to reduced tissue and organ function as well as morphological changes [26]. To investigate how 3HB might counteract these declines, we analyzed major organs in young (2-month-old), aged (20-month-old), and aged mice treated with 3HB (20-month-old with 3HB intervention). We found that 3HB treatment notably ameliorated age-related changes in kidney function, including improved renal indices (Figure 3A) and trends towards better kidney function parameters like uric acid (UA), urea nitrogen (BUN), and increased muscle weight (Figure 3B and Figure S3A,B). We performed HE staining analysis on the kidney tissues of aged mice and 3HB-treated aged mice. The results showed that the glomerular structure was restored and glomerular atrophy was reduced in the mice treated with 3HB (Figure 3C,D). This suggests 3HB protects against aging-related kidney damage.

3HB also counteracted age-induced muscle changes, characterized by increased muscle fiber area and feret diameter (Figure 3E–G), indicating restored muscle health. While 3HB showed positive effects on kidney and muscle, it did not significantly impact liver, brain, heart, spleen, or thymus function or morphology (Figure S3C–N).

These findings suggest that 3HB has the potential to improve age-related histomorphometric changes in specific tissues, like kidney and muscle, warranting further research into its potential as an anti-aging intervention.

### 3.4. 3HB Combats Aging by Targeting Cellular Senescence in Kidney and Colon

To understand how 3HB exerts its lifespan and healthspan-promoting effects, we delved into gene expression changes in mouse kidneys. We performed RNA sequencing on kidney tissues from young (2-month-old), aged (20-month-old), and aged mice treated with 3HB (20-month-old with 3HB intervention). 

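RNA from 3 young mice of 2 months, 3 old mice of 20 months and 3 mice of 20 months given 3HB was sequenced as paired-end reads of 150 bp. The 3HB mice had drunk water with 3HB at 1 g/L from 11 months of age. The methods paragraph names muscle as the tissue, while the results, the legends and the sample labels name kidney. The authors deposited 2 tables, which give a normalized value for each of the 9 mice. Each table holds only the genes that the authors called for its comparison, 3HB against old or young against old. The paper's text does not name the unit, the aligner, the annotation, the test or the threshold behind these calls. In 2 young mice, low values stepped with the inverse of transcript length as TPM or FPKM values do, and which of them was used could not be told. Total reads per mouse are not in the tables, so the depth is unknown. Low values of 97 genes with a single annotated transcript were compared with the value that 1 read would have. In young mouse 1, 90% of 30 low values were whole multiples of it, and in young mouse 2 this held for 93.8% of 16 values. Chance gives 20.1% in young mouse 1 for a step fixed beforehand, but the step was fitted to these values. The fit score (share above chance times the square root of the number of values) was 3.83 and 2.94 in these mice. With shuffled lengths it reached at most 1.88 and 2.06. In young mouse 3 the step rested on 8 values and stood barely above shuffled lengths, and in the 6 mice of 20 months no step was found. The constant taken off the transcript length had been fitted to the young mice, and old mouse 1 had too few low values to be scored. Changes are given as the difference between the group means of log2(value + 1), which understates the change of genes with low values. No test across genes was made, because the genes that were not called are absent. With 3 mice against 3, a two-sided exact permutation test cannot go below p = 0.1. As a check of the tissue, kidney and skeletal muscle markers were looked up. Of these markers, only the proximal tubule gene Lrp2 was in a table, at 85.2 ± 27.2 in young, 94.2 ± 9.65 in old and 148.5 ± 5.77 in 3HB mice (mean ± SD, n = 3 each). Outside that list, and chosen after its values were seen, the kidney expressed gene Keg1 lay between 704.3 and 1636.6 in the 9 mice, which speaks for kidney as the tissue.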

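The table for 3HB against old listed 113 genes, of which 43 were higher and 70 lower with 3HB. In 101 of them the values of the 3HB mice and the old mice did not overlap, where chance gives 10% for 3 mice against 3, but the genes had been called on these same mice. The median absolute log2 fold change was 0.69. The limit on the fold change moved these numbers most, since only 1 gene rose and 1 gene fell by at least 2 on the log2 scale. The table for young against old listed 389 genes, of which 271 were higher and 118 lower in old mice, with a median absolute log2 fold change of 1.37 and no overlap in 360. The KEGG annotation in the tables places 4 of the genes called for 3HB in the cellular senescence pathway. The MHC class I gene H2-Q4 (ENSMUSG00000035929) was at 26.2 ± 5.75 in old and 17.7 ± 1.90 in 3HB mice (mean ± SD, n = 3 each), a log2 fold change of -0.52 (standard error 0.21). The MHC class I gene H2-Q10 (ENSMUSG00000067235) was at 3.37 ± 1.14 in old and 1.20 ± 0.640 in 3HB mice, a log2 fold change of -0.998 (standard error 0.33). Rad9b (ENSMUSG00000038569) was at 2.77 ± 0.171 in old and 1.61 ± 0.5001 in 3HB mice, and its log2 value fell by 0.55. Hipk2 (ENSMUSG00000061436) rose from 1.81 ± 0.231 in old to 3.37 ± 0.502 in 3HB mice, a log2 fold change of 0.64. The groups did not overlap in any of the 4 genes (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 mice against 3 allow). Of the genes called for age, 10 carry the same annotation, namely 8 MHC class I genes, Cdkn1a and Gadd45a. Of these 10 genes, 8 were higher in old mice, and the class I genes H2-T22 and H2-T23 were lower. The genes with this annotation in both tables were H2-Q4 and H2-Q10 alone. Without MHC class I genes, a choice made after seeing the values, 2 annotated genes were left for 3HB, 2 for age and 0 in both. MHC class I genes have near-identical copies, among which the authors' counting could split reads, so their values are uncertain. No enrichment test was made, since the genes that could have been called are not known.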

Analyzing differentially expressed genes between aged and 3HB-treated aged mice, as well as those intersecting with differentially expressed genes from young mice, revealed an enrichment of cellular senescence signaling pathways in both groups (Figure 3H and Figure S4A). This suggests that 3HB might act by influencing senescence processes. 

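A list of senescence effectors and secreted factors had been set before the data were examined. Of this list, 7 genes were called for age, which were Cdkn1a, Vcam1, Cxcl10, Ccl7, Ccl2, Gadd45a and Mmp12. All 7 were higher in old than in young mice on average, and 6 showed no overlap, where chance gives 10%, but they had been called on these mice. The median log2 fold change over the 7 genes was 1.28 with age, and it rose to 2.17 with a pseudocount of 0.1. Cxcl10 was the only one of them among the genes called for 3HB. Its values were 1.86 ± 1.57 in young, 4.74 ± 1.70 in old and 2.39 ± 1.23 in 3HB mice (mean ± SD, n = 3 each). The groups overlapped in both comparisons (two-sided exact permutation test, p = 0.2 for each). In 3HB mice, 6 of the 7 genes were lower than in old mice on average, and Cdkn1a, which encodes p21, was higher. Genes called as changed in the old mice tend to lie nearer the young in any other group of old mice, and simulations with 3HB equal to old put 54.4% to 85.3% of genes called for age on the young side, so 6 of 7 alone does not show an effect of 3HB. Vcam1 (ENSMUSG00000027962) was at 11.6 ± 3.55 in old and 7.30 ± 0.287 in 3HB mice (mean ± SD, n = 3 each). Cdkn1a (ENSMUSG00000023067) was at 2.96 ± 1.18 in young, 10.5 ± 1.30 in old and 13.7 ± 2.36 in 3HB mice. Its log2 fold change was 1.58 with age (standard error 0.27) and 0.35 with 3HB (standard error 0.16), without overlap in either case (two-sided exact permutation test, p = 0.1, the smallest possible here). Gadd45a (ENSMUSG00000036390) was at 72.1 ± 13.3 in old and 49.1 ± 17.4 in 3HB mice, and these groups overlapped (two-sided exact permutation test, p = 0.2). Among the mouse counterparts of the genes measured by qPCR in 2BS cells, only Cdkn1a was in a table. From the enrichment of the cellular senescence pathway among the genes called, the paper proposes that 3HB might act through senescence processes.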

Focusing on senescence markers in various organs, we found that 3HB delayed cellular senescence in kidney and colon tissues (Figure 3I,J). However, 3HB did not show significant effects on cellular senescence in liver and heart tissues (Figure S4B–E).

### 3.5. 3HB Modulated Lipid Metabolism and Reversed Some Age-Related Metabolic Changes

Delving deeper into mechanisms, we performed GO and KEGG analyses on gene expression data, revealing a significant enrichment of metabolism-related signaling pathways across different groups (Figure 4A–C). This suggests 3HB might influence metabolic processes during its lifespan-extending effects. 

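Of the genes called for 3HB, 65 carry a KEGG annotation in the deposited table, and 11 of these (16.9%) belong to a metabolic pathway. They were Gbe1, Rdh10, Azin2, Gclc, Nt5e, Mgat5, Car14, Cyp24a1, Mgat3, mt-Nd3 and Ugt1a1, of which 7 were higher and 4 lower with 3HB. Lipid metabolism held 2 of them, Cyp24a1 (higher) and Ugt1a1 (lower). The translation category held 14 genes, of which 13 were lower with 3HB. Of the genes called for age, 141 carry a KEGG annotation and 45 (31.9%) belong to a metabolic pathway. Among these, 25 were higher and 20 lower in old mice, and lipid metabolism was the largest category with 17 genes, 8 higher and 9 lower. Of the genes called in both comparisons, 9 carry a KEGG annotation and 0 belong to a metabolic pathway. A GO term for a metabolic, biosynthetic or catabolic process was attached to 33 genes called for 3HB (29.2%) and to 70 genes called for age (18.0%). Of the 33 genes, 22 were higher with 3HB. Without terms of regulation, protein or RNA, 15 genes called for 3HB (13.3%) and 55 called for age (14.1%) were left, so the larger share for 3HB came from such terms. Among the genes in both comparisons only Ubd carried such a term. The term retinoid metabolic process was attached to 0 genes called for 3HB and to 6 genes called for age, all higher in old mice. These 6 were Aldh1a1, Aldh1a2, the processed pseudogenes Gm6736, Gm12138 and Gm6644, and Gm38056, which is not annotated as protein coding. Reads can be shared between pseudogenes and near-identical copies, so the values of these pseudogenes are uncertain. Among protein coding genes the term rests on Aldh1a1 and Aldh1a2. The tables give the terms attached directly to each gene, and these counts have no test beside them because the set of genes that were expressed but not called was not analysed here.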

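Fixed lists of metabolic genes were also looked up in both tables. None of the listed genes for the metabolism, transport and receptor of 3HB was in either table, and 0 genes of the lipid metabolism list were called for 3HB, although KEGG places Cyp24a1 and Ugt1a1 in lipid pathways. The lipid metabolism list had 3 genes called for age, Apoe, Ehhadh and Cyp4a12b. Ehhadh (ENSMUSG00000022853), an enzyme of peroxisomal fatty acid oxidation, was at 302.2 ± 54.7 in young, 176.0 ± 8.83 in old and 259.9 ± 48.0 in 3HB mice (mean ± SD, n = 3 each). It had been called for age on these old mice, which favours a return toward young in any other group. It fell with age and was higher with 3HB than in old mice without overlap in either comparison (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). Apoe (ENSMUSG00000002985) was at 161.9 ± 22.9 in young, 676.3 ± 625 in old and 354.4 ± 242 in 3HB mice, and the old and 3HB mice overlapped (two-sided exact permutation test, p = 0.5). Its old mean was raised by old mouse 3 (1395.6), since the other old mice were at 372.7 and 260.5. The 3HB mice were at 215.1, 634.4 and 213.7, so the lower 3HB mean of Apoe depends on that old mouse. The list for retinoid, aldo-keto and alcohol metabolism had 2 genes called for 3HB. Rdh10 was higher with 3HB by 0.67 on the log2 scale, and Ugt1a1 was lower. Of the same list, 5 genes were called for age, with a median log2 fold change of 0.57 that turned to -0.15 when genes with a highest group mean under 1 were left out.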

Focusing on lipid metabolism, we observed that 3HB reversed age-related increases in triglycerides and total cholesterol in mice (Figure 4D,E), potentially contributing to its health benefits. Notably, low-density lipoprotein (LDL) and high-density lipoprotein (HDL) levels remained unaffected (Figure S5A,B).

To gain further insights into metabolic changes, we performed metabolomic sequencing on fecal samples from young, aged, and 3HB-treated aged mice. Principal component analysis (PCA) revealed distinct metabolic profiles for each group and highlighted the impact of both aging and 3HB intervention (Figure 4F,G and Figure S5C,D). Additionally, PCA within the 3 groups showed that 3HB treatment shifted some aged mice closer to the young mouse metabolic profile (Figure 4H and Figure S5E–G).

These combined findings suggest that 3HB exerts its lifespan-extending effects through diverse metabolic pathways, with a notable modulation of lipid metabolism and a potential reversal of some age-related metabolic changes.

### 3.6. Trigonelline and Isoguvacine Might Contribute to 3HB’s Anti-Aging Effects by Reducing Cellular Senescence

To delve deeper into 3HB’s metabolic influence, we analyzed differential metabolites between young and aged mice, revealing over 50 significantly altered compounds, including histidine, trigonelline, and taurocholic acid (Figure 5A). KEGG enrichment analysis linked these changes to pathways, like taurine and hypotaurine metabolism, carbohydrate digestion, and lipolysis regulation, suggesting broad metabolic reprogramming during aging (Figure S6A).

Similarly, comparing aged and 3HB-treated mice identified over 30 differentially expressed metabolites, including valine betaine and cocaine (Figure 5B). KEGG analysis linked these changes to similar pathways, like taurine metabolism and lipolysis regulation, but also highlighted cholesterol metabolism and central carbon metabolism (Figure S6B). This suggests 3HB might specifically target aspects of lipid metabolism alongside broader metabolic modulation.

Zooming in further, we focused on metabolites reversed by 3HB treatment in aged mice. Twelve compounds showed significant changes, including trigonelline and isoguvacine (Figure 5C). Notably, both trigonelline and isoguvacine are down-regulated in aged mice and up-regulated in young and 3HB-treated mice. Investigating their impact on cellular senescence, we found that both compounds reduced SA-β-gal positive cells, suggesting anti-senescence potential (Figure 5D,E).

Overall, this deep dive into differential metabolites reveals that 3HB induces broad metabolic changes in aged mice, potentially targeting lipolysis and cholesterol metabolism. Furthermore, specific metabolites, like trigonelline and isoguvacine, might contribute to 3HB’s anti-aging effects by reducing cellular senescence.

## 4. Discussion

This study unveils the promising anti-aging potential of 3HB, an endogenous metabolite. We observed remarkable benefits in aged mice: improved senescent cell viability, delayed cellular senescence, extended lifespan and healthspan, and restored health markers in kidney and muscle tissues. Notably, 3HB specifically countered senescence in the kidney and colon, further supporting its rejuvenating effects.

Delving deeper, our analyses suggest two key mechanisms: combating cellular senescence and modulating metabolic pathways. Sequencing data revealed that 3HB upregulated metabolites, like trigonelline and isoguvacine, potentially contributing to its lifespan-extending effects. These intriguing findings provide novel evidence for 3HB’s application in promoting healthy aging and warrant further investigation into its precise mechanisms of action.

While promising anti-aging candidates, like senolytics and mTOR inhibitors, exist, concerns regarding safety and clinical translation due to side effects remain [27,28,29]. Endogenous metabolites, like 3HB, offer a safer alternative due to their natural presence in the body. In this study, we found that 3HB intervention extended the median lifespan of mice by 21% (123 days) and the mean lifespan by 8.4% (52 days) throughout their entire life cycle (as shown in Figure 2A). We then compared 3HB with other known compounds that delay aging. Our findings revealed that metformin can extend the mean lifespan of mice by 4.15% from the start of the intervention [6]; NMN/NR can extend the mean lifespan of mice by 30.2% from the start of the intervention, and the mean lifespan throughout the entire life cycle can be extended by 4.7% [4]; rapamycin can extend the mean lifespan throughout the entire life cycle by 7% to 16% [10,11]; dasatinib + quercetin can extend the mean lifespan of mice by 36% from the start of the intervention [3]. From these studies, we can see that the anti-aging effects of 3HB are comparable to or even more outstanding than those of these well-known anti-aging compounds. Its established production process and the safe use history as a food additive (through its precursor) further solidify its potential. 3HB stands out with its unique combination of safety, efficacy, and applicability.

Beyond lifespan extension, 3HB ameliorated aging-related damage in the kidney and muscle, suggesting it improves healthy lifespan alongside longevity. This raises the possibility of using 3HB to treat age-related diseases like atherosclerosis [13,30], diabetes [31], and muscle loss [32]. While the ketogenic diet offers similar benefits, its dietary challenges limit its clinical practicality [33]. Direct 3HB supplementation may be a more viable option. This study adds to the growing evidence for 3HB’s role in treating age-related diseases.

In addition, we observed that 3HB improved cellular senescence in kidney and intestinal tissues but had no effect on cellular senescence in liver and heart tissues. Previous studies have indicated that the liver is the primary site for the synthesis of 3HB, but the liver itself utilizes relatively little 3HB. 3HB can cross the blood–brain barrier and be used by the brain as an energy source, especially during fasting or low-carbohydrate diets, when 3HB becomes an important alternative energy source for the brain. Moreover, 3HB is utilized by the heart and muscle tissues as an energy source, particularly during fasting or prolonged exercise. The kidneys can reabsorb 3HB from the bloodstream and use it as an energy source in the renal tubules [34]. Our results also showed that, compared to liver and heart tissues, the kidney and intestinal tissues of 18-month-old ICR mice exhibited more pronounced signs of aging. This may also be an important reason why 3HB did not exert effects in liver and heart tissues. These findings also provide a reference for the timing of tissue aging within the body.

Cellular senescence and metabolic changes are key drivers of aging [2,35,36,37]. We found that 3HB delays aging by improving both. It ameliorates organ senescence and influences metabolic pathways associated with taurine and hypotaurine metabolism, lipolysis regulation, and central carbon metabolism. Additionally, 3HB reverses age-induced changes in amino acid metabolism, lipid metabolism, and various organ systems. These findings support a new mechanism for 3HB’s anti-aging effects while also providing valuable data on metabolic changes in aging.

Our study identified trigonelline and isoguvacine as metabolites impacted by 3HB and capable of delaying cellular senescence. Trigonelline has previously been shown to extend lifespan and delay age-related diseases in *C. elegans* [38] and improve cognitive function in mice [39]. These findings further support the notion that 3HB delays aging by altering specific metabolites. Our work not only reveals a new mechanism for 3HB but also lays the groundwork for discovering more age-delaying molecules.

However, there are still some limitations in this study. We only used male ICR mice for validation. In the future, we will repeat lifespan studies in female mice and other strains of mice (such as C57BL/6) to assess the variability of genetics and gender. Meanwhile, previous studies have shown that 3HB mimics caloric restriction and fasting and exerts other effects through pathways such as AKT and FOXO [14,40]. This is similar to the mechanisms by which most compounds delay aging. It has also been found that Trigonelline is an NAD precursor [41]. Therefore, the mechanism by which 3HB delays aging may not include killing old cells, and the combination of dasatinib + quercetin may play a role in delaying aging through multiple mechanisms.

## 5. Conclusions

This study reveals the anti-aging potential of 3-hydroxybutyrate (3HB), an endogenous metabolite. The results show that 3HB can delay cellular senescence and extend yeast lifespan, and it also increases the median lifespan of mice by 21.0%, while alleviating age-related tissue and organ decline. Mechanistically, we found that the anti-aging properties of 3HB are mediated by its ability to delay cellular senescence and reprogram metabolism, while also promoting the production of beneficial metabolites such as trigonelline and isoguvacine. Additionally, 3HB has advantages in terms of cost and safety, as it can be obtained from microbial poly-(3-hydroxybutyrate) and is an endogenous metabolite. These findings highlight the promising therapeutic potential of 3HB as an anti-aging intervention and provide new insights into its underlying mechanisms.

## Figures and Tables

**Figure 1:**
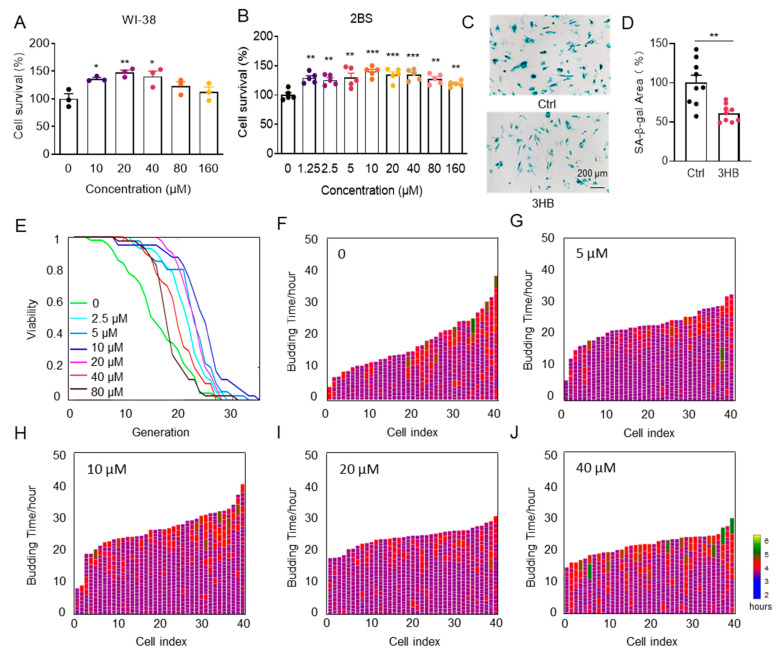
3HB delays cellular senescence and extends the lifespan of yeast. (**A**) The effect of different concentrations of 3HB on the proliferation of replicatively senescent WI-38 cells was measured by the CCK-8 assay. (**B**) The effect of different concentrations of 3HB on the proliferation of replicatively senescent 2BS cells was measured by the CCK-8 assay. (**C**) SA-β-gal staining of replicatively senescent 2BS cells treated with 10 µM 3HB or DMSO for 48 h. (**D**) Quantification of the rate of SA-β-gal positive cells in replicatively senescent 2BS cells. (**E**) 3HB extends the replication lifespan of yeast. (**F**–**J**) Germination diagrams of wild-type and 3HB-treated mother cells show cell cycle duration and heterogeneity (*n* = 40 for each group). (See index color scale. Duration is 1.4 h or less. Cell cycle is colored in the color purple). The *x*-axis shows a single parent cell as a vertical bar, while budding events are shown as white horizontal partitions. Data represent the mean ± SEM. *p* values were determined by one-way ANOVA, two-way ANOVA, or Student’s *t*-test. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 2:**
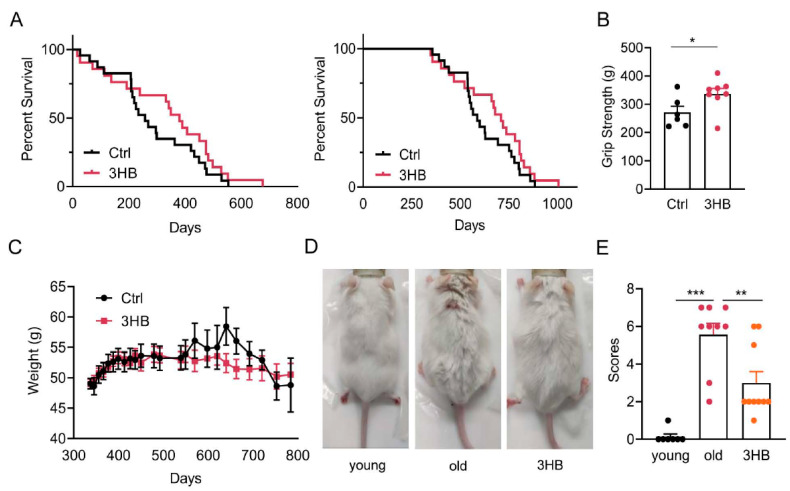
3HB extends the lifespan of mice. (**A**) Lifespan curves of 11-month-old ICR mice under 3HB intervention from the beginning of treatment (left) and from birth (right) (Ctrl *n* = 23, 3HB *n* = 21). (**B**) Effect of 3HB on grip strength of 20-month-old ICR male mice (*n* ≥ 6). (**C**) Changes in body weight of ICR mice under 3HB intervention (*n* ≥ 6). (**D**,**E**) Effects of 3HB on hair and body size of 20-month-old male ICR mice and statistics (*n* ≥ 6). Data represent the mean ± SEM. *p* values were determined by one-way ANOVA, two-way ANOVA, or Student’s *t*-test. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 3:**
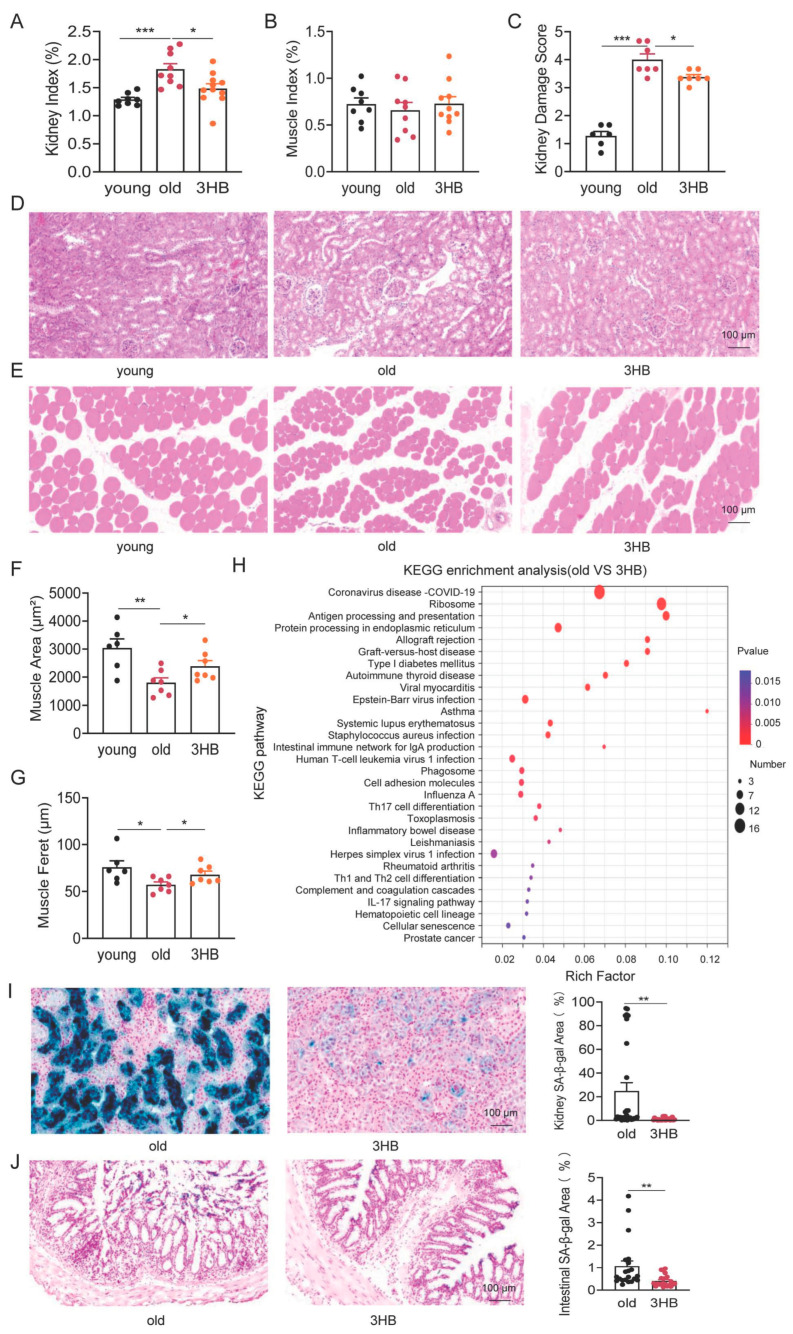
Effects of 3HB intervention on morphological changes and cellular senescence in mouse organ tissues. (**A**,**B**) Kidney and muscle organ index of male ICR mice at 2 months (young), 20 months (old), and 20 months treated with 3HB (3HB) (Organ weight/body weight * 100%). (**C**,**D**) HE staining to detect the histomorphology of kidney of male ICR mice at 2 months (young), 20 months (old), and 20 months treated with 3HB (3HB), and their quantitative statistics. (**E**–**G**) HE staining to detect the histomorphology of muscle of male ICR mice at 2 months (young), 20 months (old), and 20 months treated with 3HB (3HB), and muscle fiber area and feret statistics. (**H**) KEGG enrichment analysis (kidney tissue) of signaling pathway changes due to 3HB intervention. (**I**) SA-β-Gal staining to detect the effect of 3HB intervention on the cellular senescence of kidney tissues in 20-month-old male ICR mice and statistics. (**J**) SA-β-Gal staining to detect the effect of 3HB intervention on the cellular senescence of colon tissue in 20-month-old male ICR mice and statistics. Data represent the mean ± SEM (*n* ≥ 6). *p* values were determined by one-way ANOVA, two-way ANOVA, or Student’s *t*-test. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

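The deposited KEGG annotation of the genes called for 3HB in kidney placed 13 of them in the ribosome, the largest group. All 13 were lower with 3HB, with a median log2 fold change of -0.42. Protein processing in endoplasmic reticulum held 8 genes, 7 higher and 1 lower, with a median of 0.84. Antigen processing and presentation also held 8 genes, 7 lower and 1 higher, with a median of -0.85. In the lists set beforehand, 6 chaperone genes were in this table (Hsp90b1, Hsp90aa1, Dnajc3, Hspa4l, Hsph1 and Hyou1), and all rose without overlap. Hsp90aa1 (ENSMUSG00000021270) was at 95.7 ± 14.0 in old and 177.2 ± 6.48 in 3HB mice (mean ± SD, n = 3 each), a log2 fold change of 0.89 (standard error 0.13). All 14 ribosomal protein genes of the list fell, 13 of them without overlap, and their reads can be shared with pseudogenes. Chance gives 10% without overlap for 3 mice against 3, but both lists are limited to genes called on these mice. The 5 largest rises without overlap were those of Cyp24a1, Gm47283, AI506816, Gm7049 and Gm43305. Cyp24a1 (ENSMUSG00000038567), the vitamin D 24-hydroxylase, was at 8.77 ± 3.40 in young, 4.61 ± 0.952 in old and 35.0 ± 16.4 in 3HB mice, a log2 fold change over old of 2.61 (standard error 0.38). The 5 largest falls without overlap were those of Gm8325, Rps27rt, Ugt1a1, C4b and H2-DMa. Gm8325 (ENSMUSG00000027694), a processed pseudogene, was at 29.9 ± 9.92 in old and 6.97 ± 3.73 in 3HB mice, and its log2 value fell by 2.02. The pseudogenes Gm8325 and Gm7049, Rps27rt and the H2 genes have near-identical copies, so their values are uncertain.

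**Figure D1:**
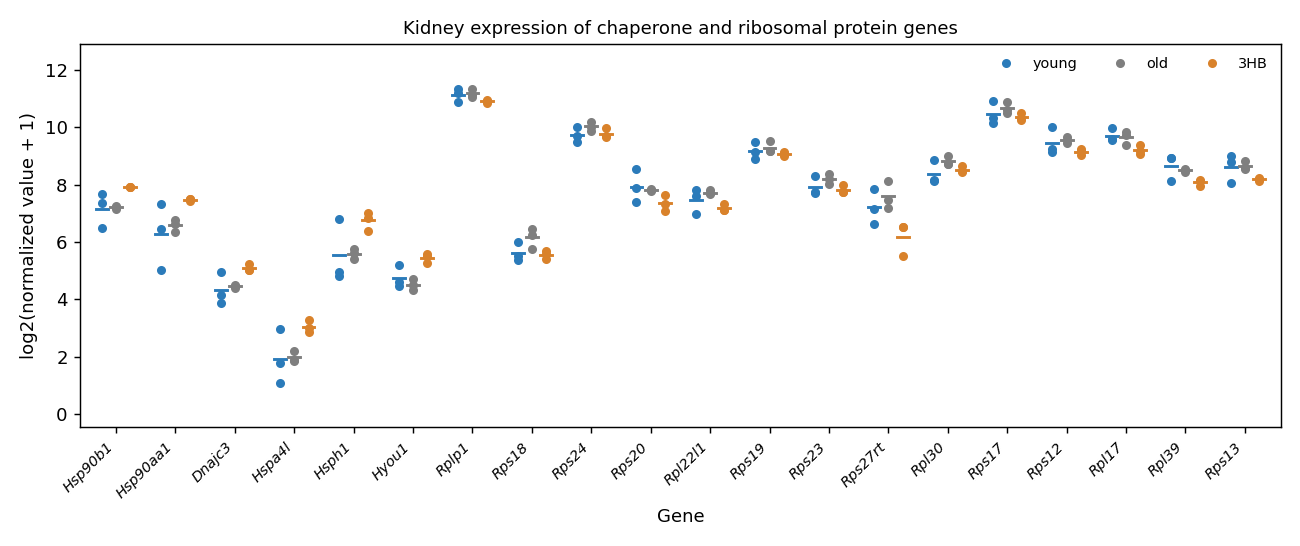
Kidney log2(normalized value + 1) of the 6 chaperone genes (left) and the 14 ribosomal protein genes (right) in the table for 3HB against old. Points are mice and bars are means of log2 values (n = 3 young, 3 old and 3 3HB mice), and 1 young mouse lies above the other young mice in the chaperone genes.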

**Figure 4:**
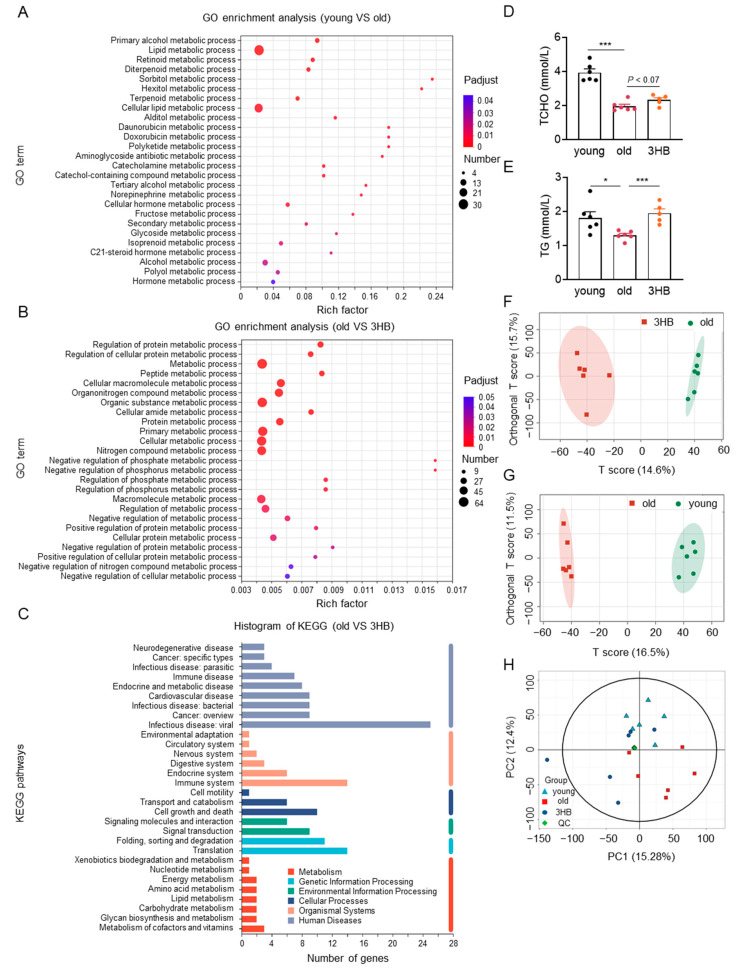
The influence of 3HB on metabolic changes of aged mice. (**A**) GO enrichment analysis (kidney tissue) of changes in metabolic signaling pathways due to 3HB intervention (*n* = 3). (**B**) GO enrichment analysis of genes for differences between the 3 groups (2-month-old, 20-month-old, and 20-month-old mice with 3HB intervention) demonstrated changes in metabolism-related signaling pathways (*n* = 3). (**C**) KEGG annotation analysis (kidney tissue) of changes in signaling pathways due to 3HB intervention (*n* = 3). (**D**,**E**) Blood biochemistry for total cholesterol (TCHO) and triglycerides (TG) in male ICR mice at 2 months (young), 20 months (old), and 20 months treated with 3HB (3HB). Metabolomics of feces from 20-month-old ICR mice at 2 months, 20 months (old), and 20 months treated with 3HB (3HB) (*n* ≥ 6). (**F**) PCA analysis (NEG) of differential metabolites in the aged and 3HB-intervened aged groups. (**G**) PCA analysis (NEG) of differential metabolites between the younger and older groups (*n* ≥ 6). (**H**) PCA analysis of differential metabolites between the three groups (NEG) (*n* ≥ 6). Data represent the mean ± SEM. *p* values were determined by one-way ANOVA, two-way ANOVA, or Student’s *t*-test. (* *p* < 0.05, *** *p* < 0.001).

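Among the genes called for age in kidney, the 5 largest rises without overlap were all in immunoglobulin kappa variable genes, Igkv6-13, Igkv5-45, Igkv12-46, Igkv4-61 and Igkv10-96. Igkv10-96 (ENSMUSG00000094420) was at 2.47 ± 2.34 in young, 143.5 ± 65.9 in old and 195.9 ± 17.8 in 3HB mice (mean ± SD, n = 3 each), a log2 fold change with age of 5.47 (standard error 0.74). Igkv5-45 (ENSMUSG00000094094) was listed at 0 in every young mouse and at 59.2, 66.5 and 60.6 in the old mice. The 5 largest falls without overlap were those of Ahcyl, Rps2-ps13, Hsd3b4, Atp5e and Tm4sf5. Ahcyl (ENSMUSG00000048087) was listed at 0 in every old mouse and at 141.0, 375.5 and 141.2 in the young mice. Hsd3b4 and Tm4sf5 were also listed at 0 in every old mouse. Atp5e (ENSMUSG00000016252), a subunit of ATP synthase, was at 2010.3 ± 541 in young, 133.9 ± 29.6 in old and 101.6 ± 13.4 in 3HB mice, a log2 fold change with age of -3.89 (standard error 0.31). These 10 genes were named on the condition that the young and old mice did not overlap, so the absence of overlap is no test of them. Immunoglobulin variable genes and pseudogenes such as Rps2-ps13 have near-identical copies, so the value of a single one is uncertain. All 5 falling genes lay at least 8-fold apart (with a pseudocount of 0.1) between every young mouse and every mouse of 20 months. For such genes, reads that went to different near-identical copies and a haplotype or substrain difference could not be told apart. Different processing of the young libraries was not set apart from age either, so an effect of age on them is not shown.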

**Figure 5:**
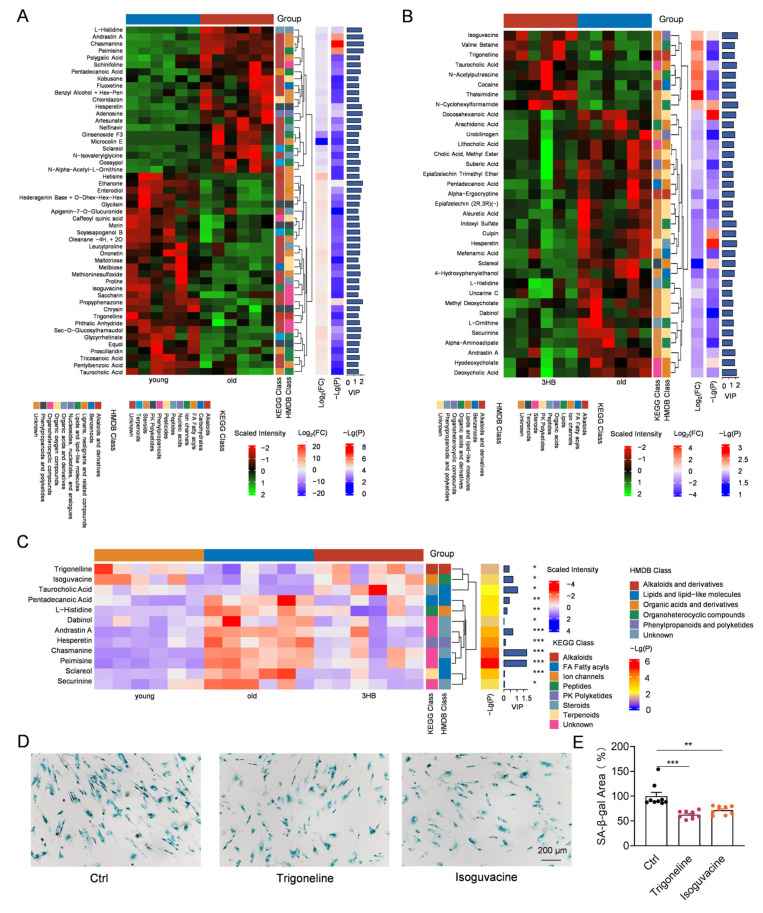
3HB affects cellular senescence by altering metabolites in mice. (**A**) Heatmap analysis of metabolite changes in young and senescent mice (*n* ≥ 6). (**B**) Heatmap analysis of changes in metabolites due to 3HB intervention (*n* ≥ 6). (**C**) Heatmap analysis of differential metabolites between 3 groups (2-month-old, 20-month-old, and 20-month-old male ICR mice with 3HB intervention) (*n* ≥ 6). (**D**) SA-β-gal staining of replicatively senescent 2BS cells treated with trigoneline (10 µM), Isoguvacine (10 µM) or DMSO for 48 h. (**E**) Quantification of the rate of SA-β-gal positive cells in replicatively senescent 2BS cells. Data represent the mean ± SEM. *p* values were determined by one-way ANOVA, two-way ANOVA, or Student’s *t*-test. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

## Data Availability

RNA-seq data from kidneys of mice treated with 3HB and control mice (GSE262770). Any additional information required to re-analyze the data reported in this paper is available from the lead contact upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu17101647/s1, Figure S1. 3HB delays cellular senescence and extends the lifespan of yeast; Figure S2. Effect of 3HB on mouse cardiac function; Figure S3. The influence of 3HB on tissues of aged mice; Figure S4. The influence of 3HB intervention on tissue cell senescence in mice; Figure S5. The influence of 3HB on metabolic changes of aged mice; Figure S6. The influence of 3HB on metabolic changes of aged mice; Table S1.

# Supplementary material for: Unveiling the Anti-Aging Potential of 3HB: Lifespan Extension and Cellular Senescence Delay
**Source:** Nutrients. 2025 May 12;17(10):1647. doi: 10.3390/nu17101647
**Supplement:** Supplementary file 1

## Supplementary Materials

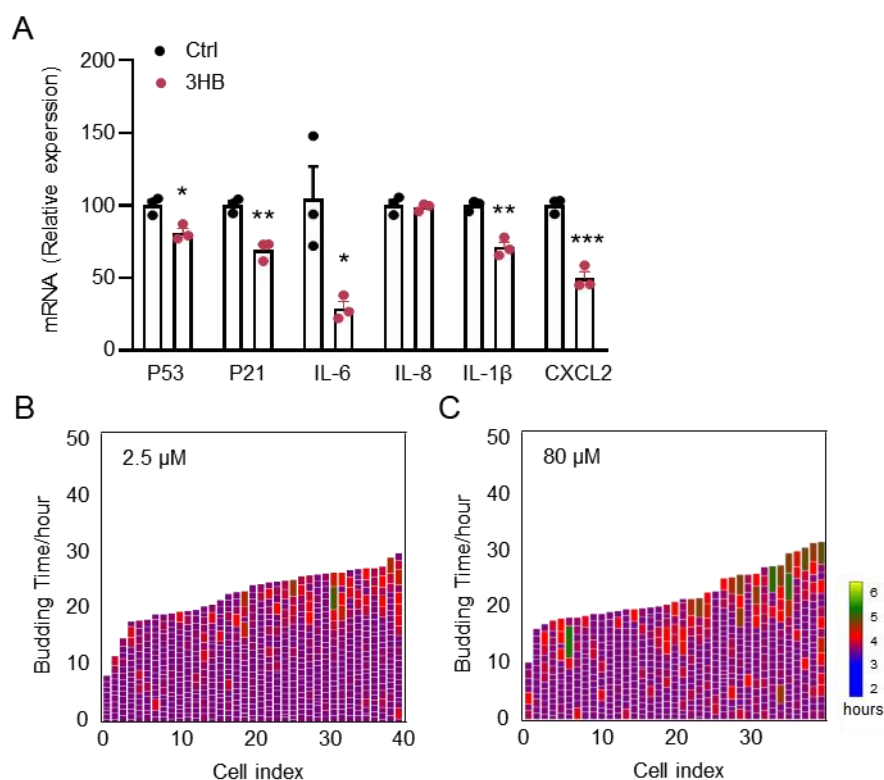

**Figure S1. 3HB delays cellular senescence and extends the lifespan of yeast.** (A) qPCR detection of the expression levels of P53, P21, IL-6, IL-8, IL-1 $\beta$ , and CXCL2 in senescent 2BS cells (PD45) treated with 10  $\mu$ M 3HB. (B–C) Germination diagrams of 3HB-treated mother cells show cell cycle duration and heterogeneity (n=40 for each group). (See index color scale. Duration is 1.4 h or less. Cell cycle is colored in the color purple). The x-axis shows a single parent cell as a vertical bar, while budding events are shown as white horizontal partitions. Data represent the mean  $\pm$  SEM. P values were determined by one-way ANOVA, two-way ANOVA, or Student's t-test. (\* P<0.05, \*\* P<0.01, \*\*\* P<0.001).

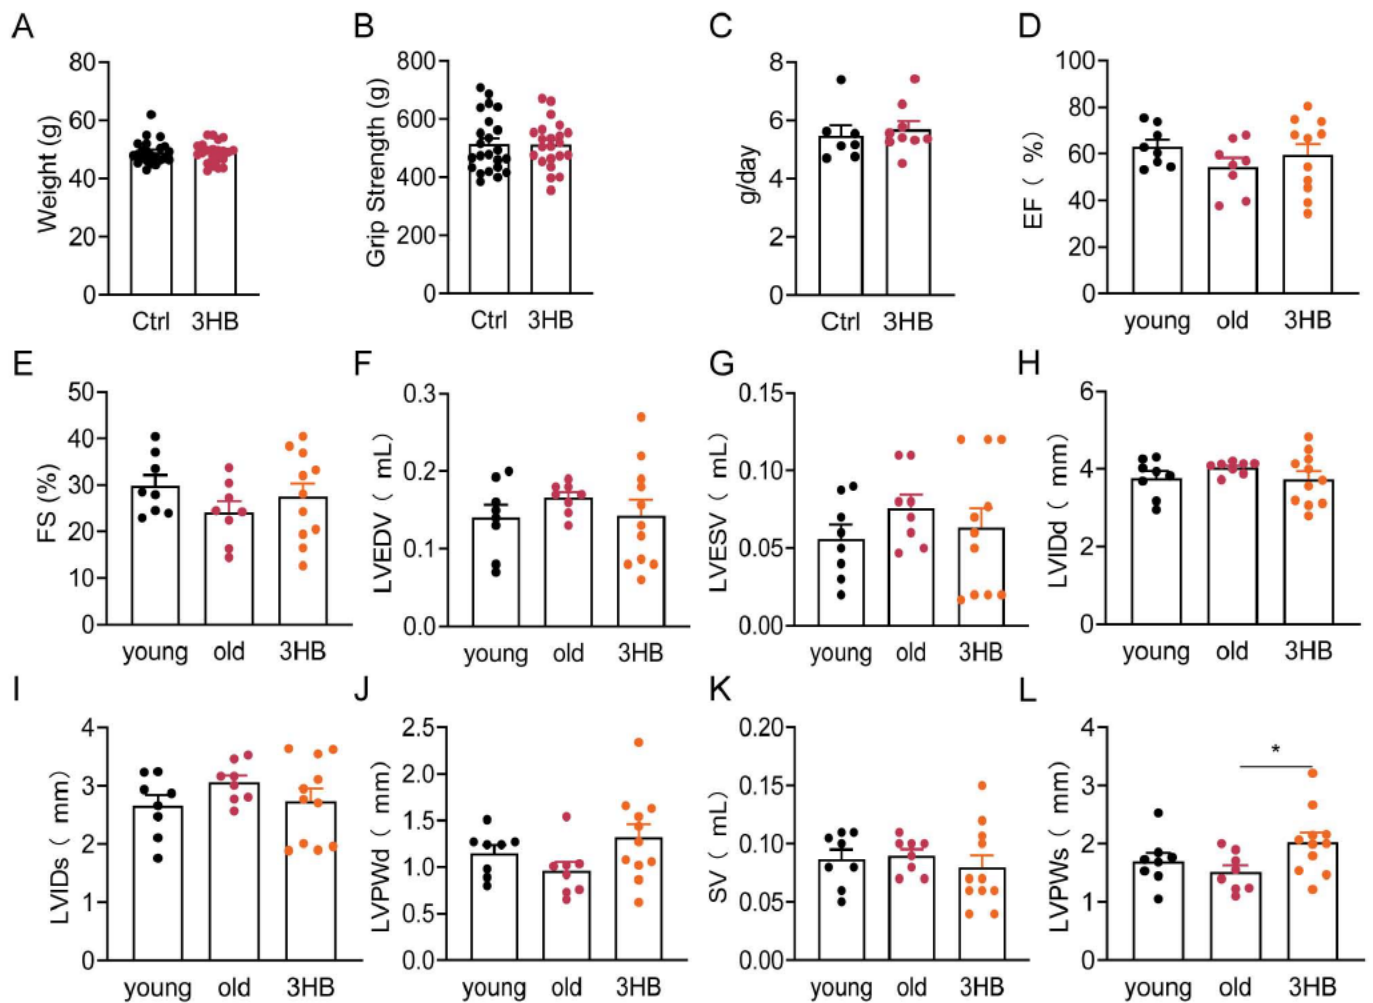

**Figure S2. Effect of 3HB on mouse cardiac function.** (A-B) Body weight and grip strength of mice before drug administration. (C) Diet of mice at the time of 3HB intervention. (D-L) Effect of 3HB intervention on cardiac function in 20-month-old male ICR mice. Data represent the mean  $\pm$  SEM ( $n \geq 6$ ). P values were determined by one-way ANOVA, two-way ANOVA, or Student's t-test. (\*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ ).

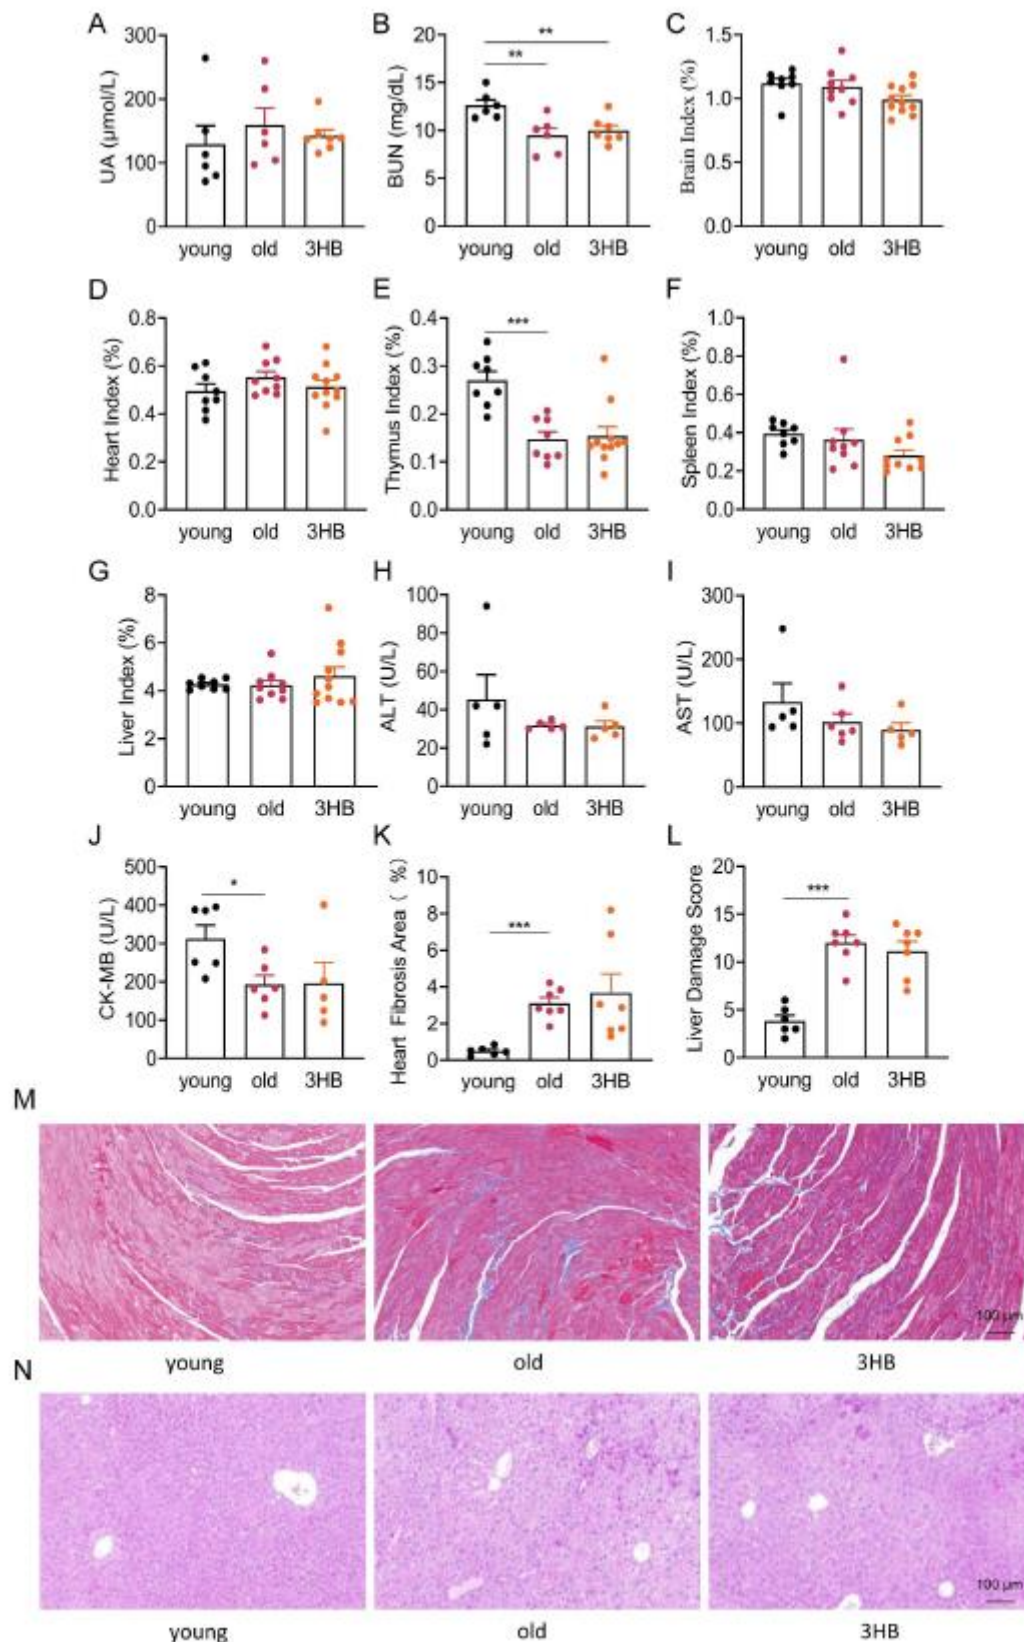

**Figure S3. The influence of 3HB on tissues of aged mice.** (A-B) Blood biochemical assays of male ICR mice at 2 months (young), 20 months (old), and 20 months treated with 3HB (3HB) were examined for renal function uric acid (UA) and blood urea nitrogen (BUN). (C–G) Brain, heart, thymus, spleen, and liver organ index of male ICR mice at 2 months (young), 20 months (old), and 20 months treated with 3HB (Organ weight/body weight\*100%). (H–J) Blood biochemical assays of male ICR mice at 2 months (young), 20 months (old), and 20 months treated with 3HB (3HB) were

examined for liver function and cardiac function, alanine aminotransferase (ALT), aspartate transaminase (AST), and creatine kinase-MB (CK-MB). (K-N) HE and Masson staining to detect the histomorphology of the heart and liver of male ICR mice at 2 months (young), 20 months (old), and 20 months treated with 3HB (3HB), and their quantitative statistics. Data represent the mean  $\pm$  SEM ( $n \geq 6$ ). P values were determined by one-way ANOVA, two-way ANOVA, or Student's t-test. (\*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ ).

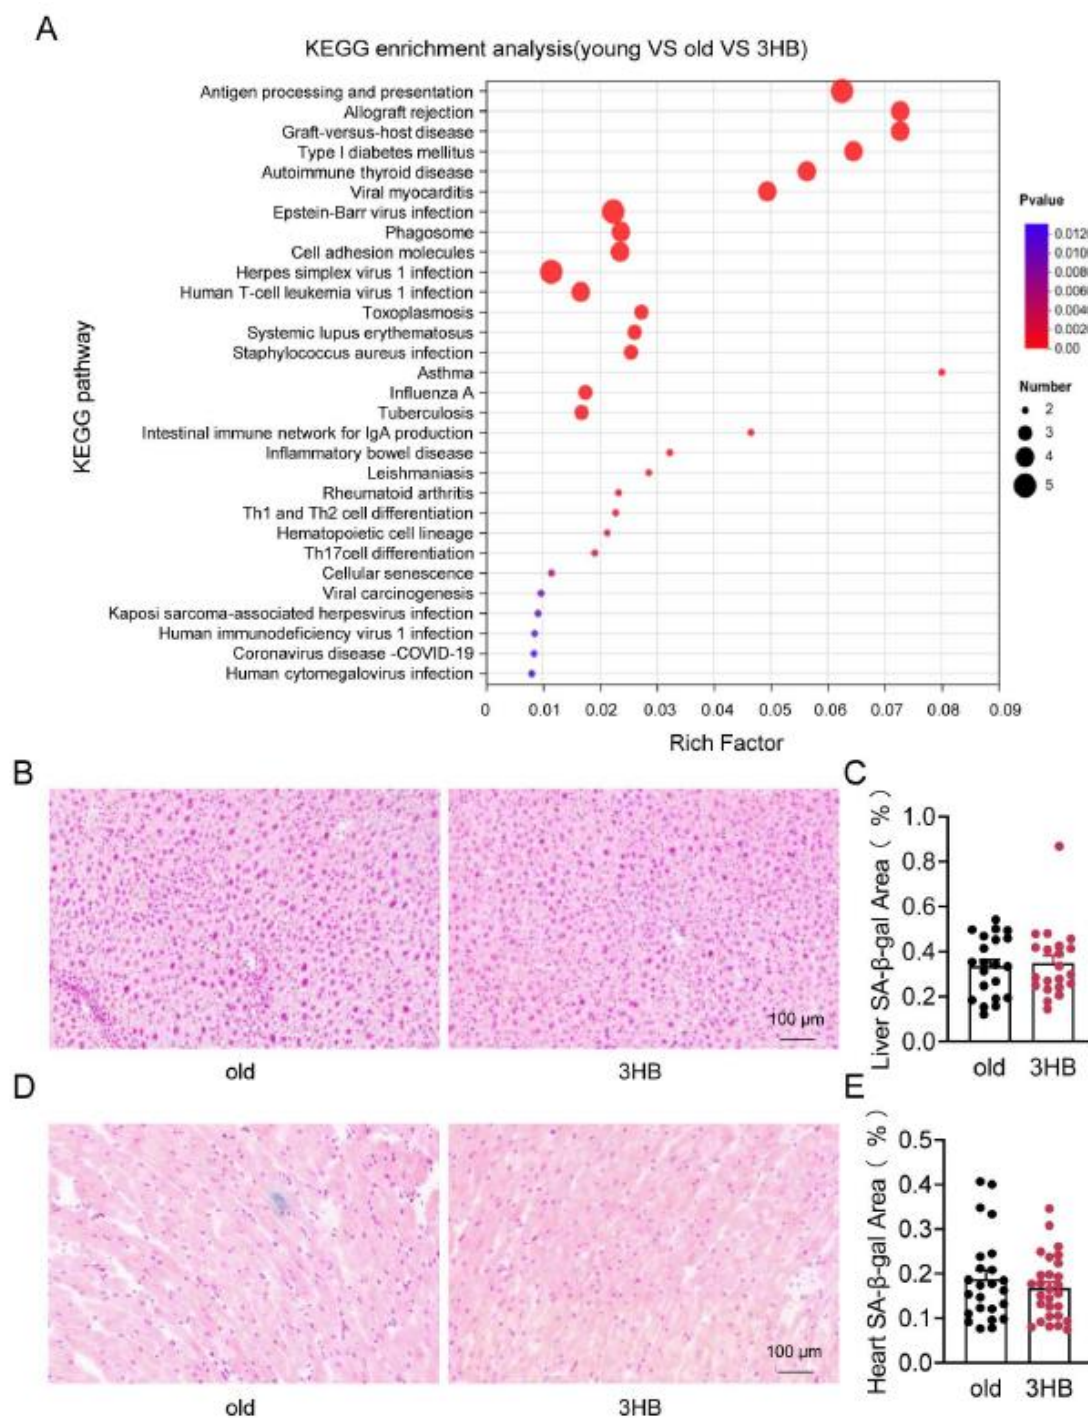

**Figure S4.** The influence of 3HB intervention on tissue cell senescence in mice. (A) KEGG enrichment analysis of differential genes among the three groups (2-month-old, 20-month-old, and 20-month-old male ICR mice with 3HB intervention) ( $n=3$ ). (B-C) SA- $\beta$ -Gal staining to detect the effect of 3HB intervention on the cellular senescence of liver tissues in 20-month-old male ICR mice and statistics ( $n \geq 6$ ). (D-E) SA- $\beta$ -Gal staining to detect the effect of 3HB intervention on the

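The comparisons of 3HB with old and of young with old had 13 called genes in common, which were Gmnn, Cd74, Gbp2, Cxcl10, Ubd, H2-Q4, H2-DMa, H2-Q10, C4b, H2-Ab1, Igtp, Tgtp2 and Gm43302. All 13 were higher in old than in young mice and lower in 3HB than in old mice. Their median log2 fold change was 1.47 with age and -0.98 with 3HB. The mean of the 3HB mice stayed above that of the young mice in 13 of 13 genes, by a median of 0.49 on the log2 scale. The 3HB and old mice did not overlap in 8 of the genes, and the old and young mice in 11, where chance gives 10%, but the genes had been called on these mice. Cd74 (ENSMUSG00000024610), the MHC class II invariant chain, was at 124.1 ± 43.5 in young, 384.6 ± 140 in old and 184.5 ± 16.0 in 3HB mice (mean ± SD, n = 3 each). Ubd (ENSMUSG00000035186) was at 0.457 ± 0.333 in young, 9.99 ± 7.10 in old and 1.77 ± 0.513 in 3HB mice, and the old and 3HB mice overlapped (two-sided exact permutation test, p = 0.2). Old mouse 2 had the lowest value of the old mice in 11 of the 13 genes. Without it the median log2 fold change with 3HB was -1.33, and it was -0.72 without old mouse 3. Both comparisons use the same old mice, so opposite directions arise by chance. In simulations in which 3HB changed no gene, 74.1% to 98.2% of the genes called in both comparisons went in opposite directions, against 13 of 13 here. The settings nearest to the 389 genes called for age here called 299 and 545 per run, and gave 86.25% and 89.2%.

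**Figure D2:**
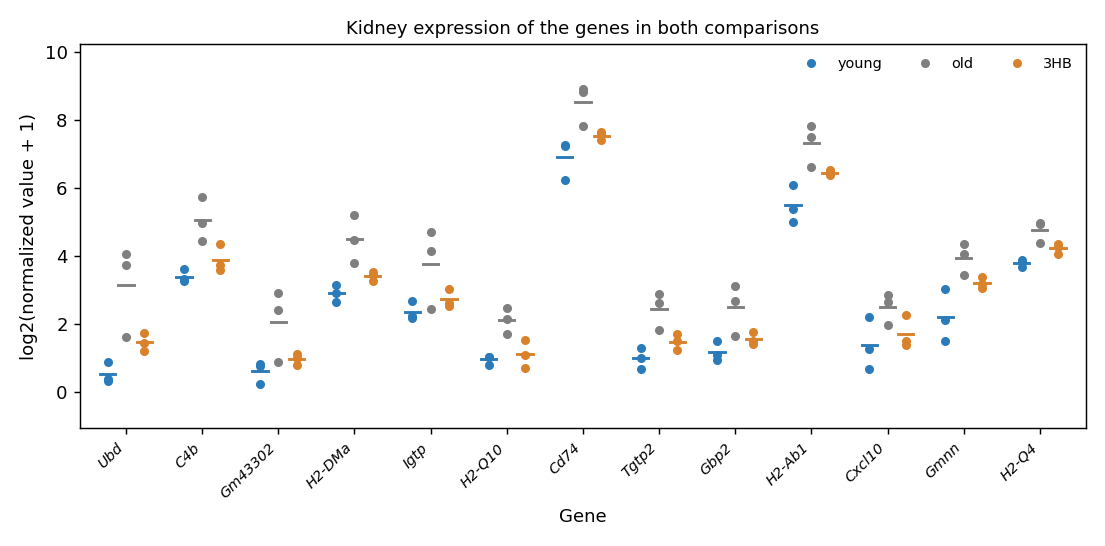
Kidney log2(normalized value + 1) of the 13 genes called in both comparisons, ordered by their change with 3HB. Points are mice and bars are means of log2 values (n = 3 young, 3 old and 3 3HB mice), and the bar of the 3HB mice lies between those of the young and the old mice in every gene.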

cellular senescence of heart tissues in 20-month-old male ICR mice and statistics ( $n \geq 6$ ). Data represent the mean  $\pm$  SEM. P values were determined by one-way ANOVA, two-way ANOVA, or Student's t-test. (\*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ ).

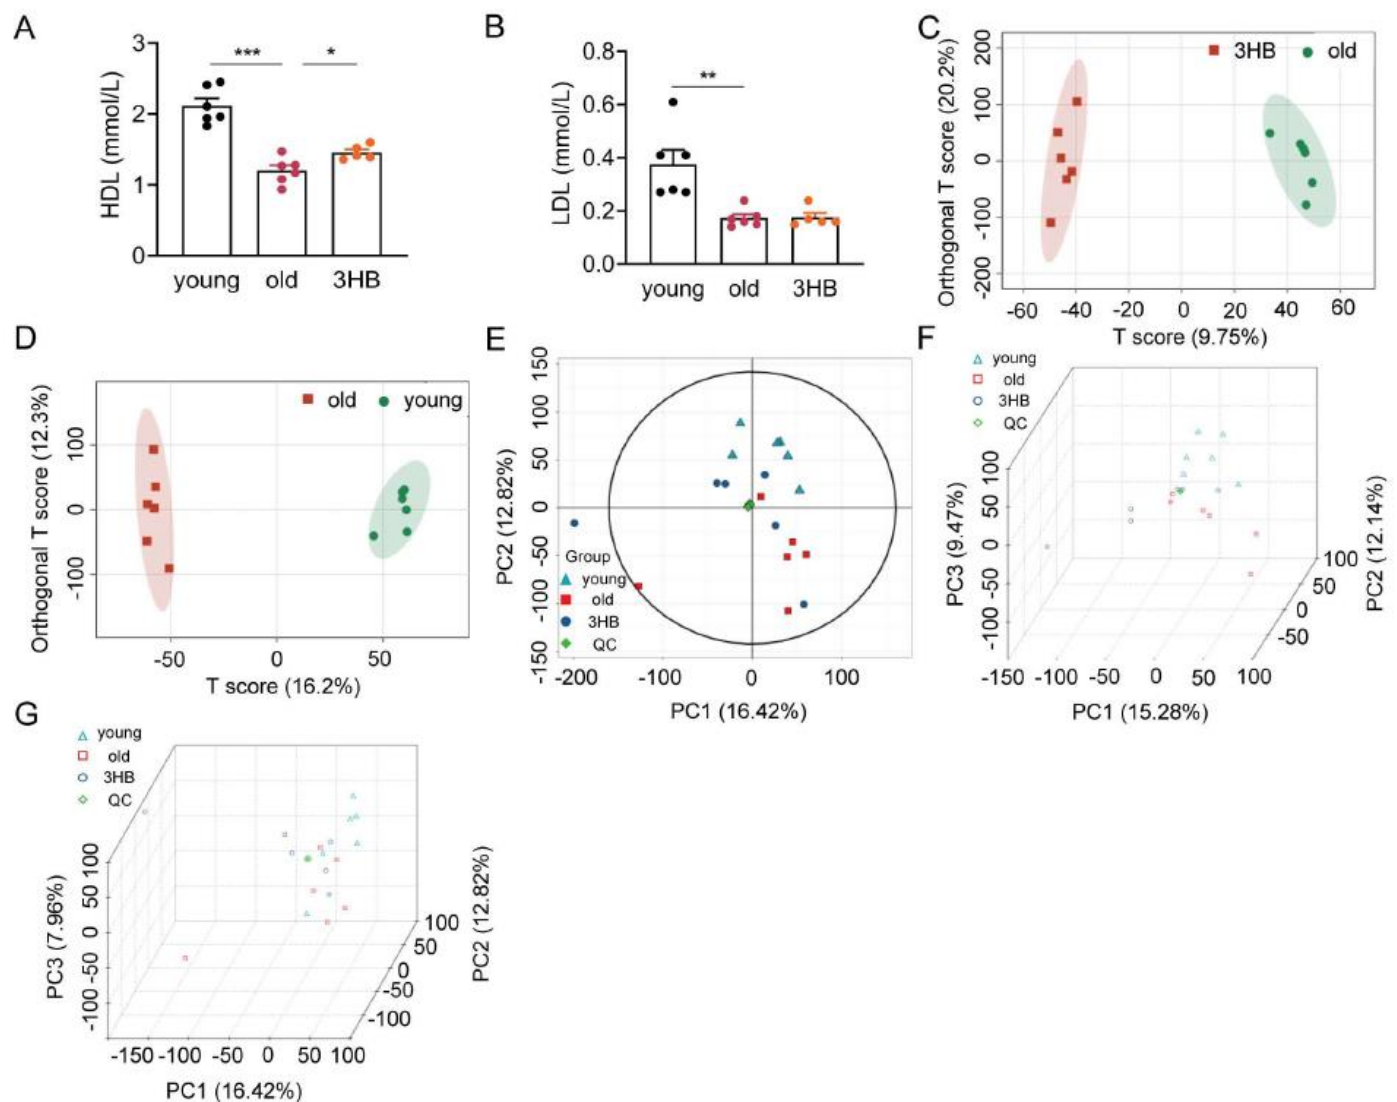

**Figure S5. The influence of 3HB on metabolic changes of aged mice.** (A-B) Blood biochemistry for high-density lipoprotein (HDL) and low-density lipoprotein (LDL) in male ICR mice at 2 months (young), 20 months (old), and 20 months treated with 3HB (3HB). Metabolomics of feces from 20-month-old ICR mice at 2 months, 20 months (old), and 20 months treated with 3HB (3HB). (C) PCA analysis (POS) of differential metabolites in the aged and 3HB-intervened aged groups. (D) PCA analysis (POS) of differential metabolites between the younger and older groups. (E) PCA analysis of differential metabolites between the three groups (POS). (F-G) PCA analysis (3D) of differential metabolites between the three groups (NEG and POS). Data represent the mean  $\pm$  SEM ( $n \geq 6$ ). P values were determined by one-way ANOVA, two-way ANOVA, or Student's t-test. (\*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ ).

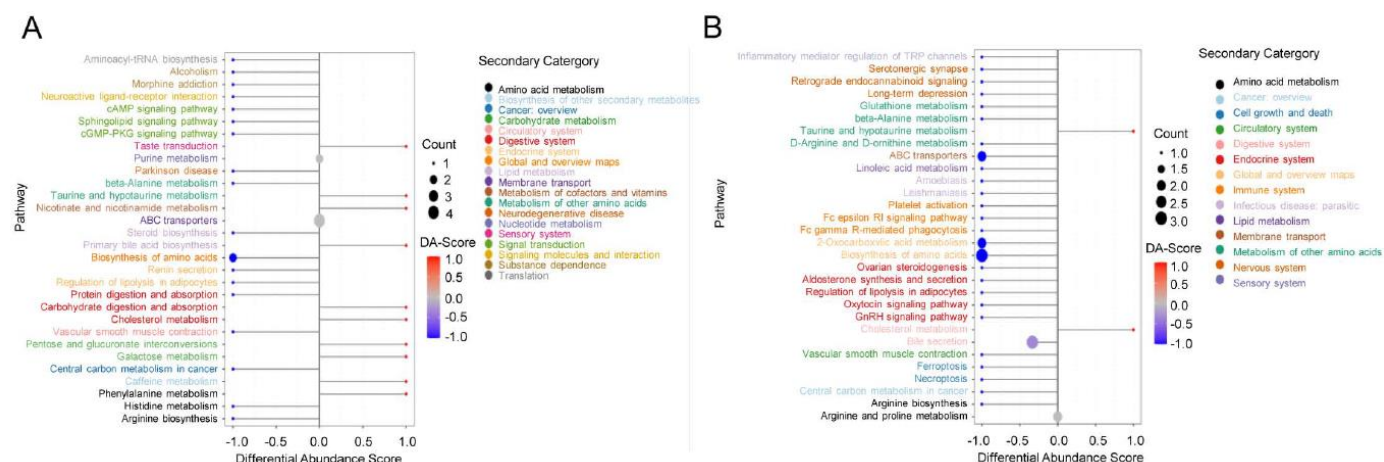

**Figure S6. The influence of 3HB on metabolic changes of aged mice.** (A) KEGG enrichment analysis of differential metabolites in young and senescent mice. (B) KEGG enrichment analysis of differential metabolites due to 3HB intervention. Data represent the mean  $\pm$  SEM ( $n \geq 6$ ). P values were determined by one-way ANOVA, two-way ANOVA, or Student's t-test. (\*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ ).

How the deposited data were processed for this re-analysis (not part of the article)

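The RNA sequencing covered 9 kidneys, from 3 young mice (2 months), 3 old mice (20 months) and 3 mice of 20 months given 3HB at 1 g/L in drinking water from 11 months of age. The study's other measurements (cells, yeast, lifespan, histology, blood and fecal metabolites) were not analysed here. The authors deposited 2 tables of normalized values with 2 decimals, and they carry annotation from GO and KEGG. The authors do not state whether the values are TPM or FPKM, and the aligner, the counting, the genome build, the annotation release, the test and the threshold are not named in the paper's text. The statistics section names t-tests and analyses of variance at a general threshold for the whole paper and leaves out how genes were called. Each deposited table holds only the genes called by the authors, 113 for 3HB against old and 389 for young against old, which are 489 distinct genes with 13 in both. Genes that were not called are absent, so no test across genes, no enrichment test and no normalization could be computed. The tests planned for counts or for a complete table of TPM or FPKM values were replaced by the form planned for tables of called genes.

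From the deposited values, the log2 fold change of each gene was computed as the difference between the group means of log2(value + 1), with the standard error from the SDs of both groups. Directions were counted, and each gene was checked for overlap between the groups, where 10% of genes show none by chance with 3 mice against 3. Two-sided exact permutation tests over the 20 splits of 6 mice have a smallest p of 0.1. Genes named in the text are the 5 largest rises and the 5 largest falls of each comparison without overlap and with a mean of at least 1 in the higher group, the genes in both comparisons, and called members of the lists for MHC, senescence and 3HB metabolism. This rule and 18 gene lists were set before the data were examined. Other named genes come from the remaining lists or from the annotation, and those were picked after their values were seen. The KEGG and GO annotation was taken from the deposited tables, and KEGG pathways were grouped into categories by hand.

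The position of a mouse between the means of 2 groups was computed per gene as its log2 distance from the first mean divided by the distance between both means, and the median over genes is given. Transcript length, biotype and the genes that neighbour each other came from GENCODE mouse release 21, which holds 98.0% of the distinct genes by identifier. The build used by the authors is not known, so no coordinates are given. The effect of sharing the old mice was simulated with 15000 genes per run and 40 runs, with 3HB set equal to old, with 0, 3 or 10% of genes changed by age (10% was added after the first 2 had been seen) and with a gene called when its difference passed 4 or 6 standard errors. The step of low values was searched over whole reads and compared with 100 shuffles of transcript lengths, a comparison added after the fit of young mouse 3 had looked poor. The position, the step search and the correlation were tested on simulated data with known answers, and 8 of 8 checks passed, with a largest error of 0.0609 in a position over 120 simulated genes.

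Total reads are not in the tables, so depth is unknown and no interval from counting error can be given. The precision rests on 3 mice per group. The replicate numbers were checked for pairing, and the alternatives covered the pseudocount (0.1), limits on the fold change (1 and 2 on the log2 scale), a highest group mean of at least 1, the median of the mice, matching by symbol and leaving out each mouse in turn. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.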

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

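The tests on sequencing depth, lymphoid tissue and pseudogene copies were chosen after the values had been seen, and the test on transcript length was set before its result was seen. The 3 results here are signals in genes that the paper does not discuss.

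Immunoglobulin and plasma cell genes were higher at 20 months. The list of B cell and plasma cell genes had 73 genes called for age, 18.8% of that table, with a median log2 fold change of 3.70 and no overlap in 73. Chance gives 10% for genes that were not selected, but these were called on the same mice, and 92.5% of all genes called for age showed none. Of these, 16 were listed at 0 in all young mice, and without them the median was 3.61 over 57 genes. The value of all 3 old and 3 3HB mice lay above all young mice in 72 of the 73 genes. A difference in depth is argued against by the size of the values, since the median old value was 51.03 times what 1 read is worth in the young mice. Lymphoid tissue taken along with the kidney and plasma cells within the ageing kidney cannot be told apart, because the tables hold only called genes. Of the listed B, plasma and T cell genes outside the immunoglobulin families, 3 rose with age (Cd79a, Mzb1 and Jchain), and Cd8a fell. The young mice differ from the others in age and in any handling or library batch that went with age, which the labels do not give, and this was not tested. Single variable genes have near-identical copies, but the rise spans heavy, kappa and lambda genes. A rise of plasma cells with age stays open as a hypothesis.

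Ribosomal protein genes were lower with 3HB. The 14 listed genes in the 3HB table had a median log2 fold change of -0.41, with all 14 lower. The 6 listed chaperone genes in that table had a median of 0.92, with all 6 higher. The genes that fell in the 3HB table without those in both comparisons had a median transcript length of 729.5 nt, and those that rose had 2406 nt, so a length trend from RNA quality or library preparation was tested on genes called only for age. There the Spearman correlation across 366 genes between transcript length and the change with 3HB was -0.15, where a correlation over 0.2 had been set as the sign of such a trend. The first run of this test left out B cell genes and genes with a mean under 1, which had not been planned, and gave 0.086 across 231 genes. Genes are not independent replicates, and the values on genes called only for age argue against a general length trend as the whole cause. On the 100 genes called only for 3HB it was 0.29 (0.24 without ribosomal protein genes), but these genes were called for the change itself. Reads that moved to pseudogene copies in the table are argued against, since 6 pseudogenes (by biotype or by name) with a ribosomal annotation there fell as well, with a median log2 fold change of -0.53. Copies outside the table were not analysed here. Young mouse 3, which had no 3HB, showed both changes, so a state of the tissue that needs no 3HB is weighed among the other observations. A response to 3HB, a difference between mice and a difference in tissue handling all remain open.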

How the results depend on the processing

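Alternatives were set before the data were examined, except the senescence counts without MHC class I genes or with the prior list, and all alternatives for positions, which were chosen after seeing the data. Alternatives for raw counts (other normalizations, low-count filters, library size scaling), a stricter adjusted p, a fit of all 3 groups and gene set tests were not run, because the tables hold neither counts nor p-values nor genes that were not called.

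With an absolute log2 fold change of at least 1, 13 genes were higher and 9 lower with 3HB, 19 of them without overlap, and 65 genes were lower with age. The senescence annotation then held 0 genes for 3HB and 0 in both comparisons, and 5 genes were in both comparisons. With a limit of 2, 1 gene was higher and 1 lower with 3HB (2 without overlap), 101 were higher and 15 lower with age (114 without overlap), and 0 were in both. These limits give fewer genes by construction. Without MHC class I genes, the senescence annotation held 2 genes for 3HB, 2 for age and 0 in both.

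A pseudocount of 0.1 raised list medians with age, to 1.79 for the cellular senescence list, 2.17 for senescence effectors, 1.67 for lipid metabolism, 1.62 for retinoid metabolism, 5.74 for B and plasma cells and 2.66 for tubular injury, since a smaller pseudocount widens the change of low genes. With a highest group mean of at least 1, the retinoid list reversed with age from 0.57 to -0.15, with fewer genes. The position of young mouse 2 on the 3HB genes moved from 0.15 to 0.026 without the genes in both comparisons.

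Leaving out each mouse in turn kept 13 opposite directions of 13 genes. The lipid list ranged from 0.91 (without old mouse 2) to 1.26 with age and from 0.14 (without old mouse 3) to 0.58 (without old mouse 2) for 3HB over old, on 3 genes. The retinoid list, on 5 genes, ranged from 0.21 (without old mouse 3) to 0.77 with age. For 3HB over old it went from 0.18 to -0.16 (without 3HB mouse 2), 0.50 (without 3HB mouse 1), 0.33 (without 3HB mouse 3), 0.040 (without old mouse 1), 0.061 (without old mouse 2) or 0.075 (without old mouse 3). The position of young mouse 1 ranged from -0.27 (without old mouse 3) to -0.13. The 2 retinoid genes called for 3HB went from -0.31 to -0.097 (without 3HB mouse 1) or -0.54 (without 3HB mouse 2). For 3HB over old, the 73 B and plasma cell genes went from 0.41 to -0.0043 (without old mouse 3) or 0.64 (without old mouse 1), and the 17 MHC genes called for age from -0.72 to -0.43 (without old mouse 3). The senescence effectors went from -0.56 to -0.33 (without 3HB mouse 3), and the tubular injury list from -0.35 to -0.14 (without old mouse 3), -0.19 (without 3HB mouse 1) or -0.54 (without old mouse 2). The position of young mouse 2 fell to 0.095 without old mouse 2 and to 0.088 without old mouse 3. Lists with 1 gene aside, the remaining main values moved by at most 1.5 times when a mouse was left out. Among those lists, Cd8a with age depended on young mouse 2 and Slc7a12 with age on old mouse 3. Among named genes, leaving out 1 mouse moved Cdkn1a with 3HB to 0.22 (without 3HB mouse 3), Gbp2 to -0.60 (without old mouse 1), Gm43302 to -1.70 (without old mouse 2) or -0.68 (without old mouse 3), and Igtp to -1.70 (without old mouse 2) or -0.57 (without old mouse 3). With age, H2-DMb1 moved to 0.91, H2-DMb2 to 1.08 and Igtp to 0.93, each without old mouse 3. This list of genes is not complete. Gadd45a with 3HB also depended on 3HB mouse 3, at 30.6 against 51.5 and 65.2 in the other 3HB mice. Apoe depended on old mouse 3, at 1395.6 against 372.7 and 260.5 in the other old mice. The cause of these changes was not tested. Of 552 values under alternatives for the fold changes of named genes, 21 moved by more than the spread (the larger group SD), all with the pseudocount of 0.1, and 0 reversed. Among the 552, 414 came from leaving out 1 mouse. With 3 mice per group, that cannot move a group mean by as much as its SD. These 414 values were bound to stay within the spread and do not test dependence on single mice.

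No paired analysis was possible because no test was fitted. Samples with the same replicate number share only a number, as the correlation of their deviations from the group means ranged from -0.24 to 0.17. The unknown depth limits statements on genes listed at 0, since a 0 is no proof of absence.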

Differences from the paper's values

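The paper's KEGG enrichment for 3HB shows the term Coronavirus disease - COVID-19 with about 16 genes in Fig. 3H, read by eye. The annotation in the deposited table assigned 0 genes to a term of that name. The alternatives set before the data were examined that were run here, limits of 1 or 2 on the absolute log2 fold change and a highest group mean of at least 1, only remove genes, so they also gave 0 and do not bear on the gap.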

Other observations

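The tests in this part were chosen after the results had been seen, except the test on transcript length, which was set before its result was seen.

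Young mouse 3, which had no 3HB, lay with the 3HB mice on the genes called for 3HB. On a scale with the old mean at 0 and the 3HB mean at 1, the median position over the 113 genes was -0.18 for young mouse 1, 0.15 for young mouse 2 and 0.88 for young mouse 3. Young mice were not among the groups compared in these calls. The authors' test is not named, so whether it drew on all mice is unknown. On the genes called only for age, young mouse 3 lay nearer the old than the young mean in 17 of 376 genes, but it took part in those calls, so this count settles nothing. A mislabelled mouse of 20 months is argued against by the size of the values, since young mouse 3 lay at least 8-fold (with a pseudocount of 0.1) outside the range of all 6 mice of 20 months in 92 of these genes, and in 32 without B cell genes. Each 3HB mouse, not among the groups compared for age, lay so far outside the other mice of 20 months in at most 3 genes. A transcript length trend from RNA quality or library preparation stays open for this mouse. Across 366 genes called only for age, the Spearman correlation of length with the difference between young mouse 3 and the other young mice was 0.18, and that with the change with 3HB was -0.15. The sign of such a trend set in advance was over 0.2 in both, which neither value reached, and at most 0.1 in either was to count against it, which holds for the second. That value says nothing on young mouse 3 itself, and 0.18 lies between both limits. On the 100 genes called only for 3HB, the correlations were 0.44 for young mouse 3 and 0.29 for the change with 3HB (0.37 and 0.24 without ribosomal protein genes), but these genes carry the pattern. The first run on the genes called for age, with an unplanned filter on B cell genes and low means, had given 0.11 and 0.086. A length trend in this mouse and a difference in its state cannot be told apart. Without the genes in both comparisons, it lay nearer the 3HB than the old mean in 83 of 100 genes. The same changes in a mouse without 3HB may come from the state of the mice or of the tissue, such as feeding, stress or time to freezing. This and an effect of 3HB cannot be told apart, since the pattern rests on 1 mouse.

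On the genes called for age, with the young mean at 0 and the old mean at 1, the median positions of the 3HB mice were 0.97, 1.00 and 0.97. The 3HB mean lay on the young side of the old mean in 211 of 389 genes (54.2%), and without the genes in both comparisons in 198 of 376 (52.7%). Simulations without an effect of 3HB gave 54.4% to 85.3%, because the old mice are shared. For the 17 listed MHC genes in this table, the positions were 0.50, 0.62 and 0.39, and 17 of 17 lay on the young side. On a list of tubular injury genes, C3, Vcam1 and Havcr1 (higher with age) and Krt18 (lower), the median log2 fold change was 2.11 with age and -0.35 with 3HB.

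The opposite directions of the 13 genes in both comparisons and the sharing of the old mice cannot be told apart. Simulations with no effect of 3HB gave at least 74.1% opposite directions among genes called in both, and between 2.83 and 40.6 such genes per run. The 74.1% came from runs that called 863.6 genes for age, against 389 here. The lowest share had been 86.25% before simulations with 10% of genes changed by age were added. Genes of one programme are not independent, which the simulation leaves out.

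Lower MHC and interferon-inducible genes in 3HB mice may come from fewer B and plasma cells, but their listed genes had a median log2 fold change of 0.41 with 3HB, with 55 of 73 genes higher, while the MHC list in the same table had -0.72. Of these 73 genes, 70 are immunoglobulin genes, so their median reports immunoglobulin RNA. It argues against a loss of this RNA along with the fall in MHC genes, although without old mouse 3 the values were -0.0043 and -0.43. Whether B cells as such were fewer with 3HB cannot be told from it. A programme that differs between untreated old mice stays open, since old mouse 2 was the lowest old mouse in 11 of the 13 genes in both comparisons, and the median log2 fold change of the 3HB mean over this mouse alone was -0.24 against -0.98 over all old mice. Among 10 further MHC genes that rose with age and were not called for 3HB, it was the lowest in 5. With 3 old mice these readings cannot be told apart from a lowering by 3HB.

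Some genes differed in an all-or-none way between the ages. Leaving out immunoglobulins, 23 genes had values at least 8-fold apart (with a pseudocount of 0.1) between every young mouse and every mouse of 20 months, 17 higher and 6 lower at 20 months. Among them 39.1% were annotated as pseudogenes, against 4.95% of the other 283 genes (Fisher's exact test, p = 6.3e-06), which is consistent with reads shared between near-identical copies that went to different copies in the young and the older mice. A haplotype or substrain difference cannot be told apart from this, since 7 of the 23 genes lay within 1 Mb of another such gene (median of 2 in 2000 random sets, permutation p = 0.0095). The 8-fold limit had been tried first, and p was 0.069 with a 4-fold and 0.24 with a 16-fold limit added after. Without the H2 and Hsd3b families, 2 genes with such a neighbour were left, so the nearness rests on those families. No test set a different processing of the young libraries apart from age.

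Lists with 1 gene in the tables gave Cd8a for T and NK cells (log2 fold change with age -1.25), Lyz2 for macrophages (2.05) and Slc7a12 for sex and androgen markers (1.48). The young and old mice overlapped in Cd8a and in Slc7a12. On the log2 scale from the young mean, young mouse 2 was at -1.31 for Cd8a, among the old mice (-1.02, -1.28 and -1.46). For Slc7a12, old mouse 3 was at 2.78 over the young mean and the other old mice at 1.13 and 0.52. The lists for handling and immediate early genes, 3HB metabolism, blood and skeletal muscle had 0 genes in either table. The cellular senescence list, which holds MHC class I genes, had a median of -0.53 over 4 genes called for 3HB and of 1.34 over 12 genes called for age.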
